# Long-term haplodeficency of DSPP causes temporomandibular joint osteoarthritis in mice

**DOI:** 10.1186/s12903-024-04320-8

**Published:** 2024-05-14

**Authors:** Qilin Liu, Yitong Zhao, Haibo Shi, Danwei Xiang, Chunye Wu, Lina Song, Ning Ma, Hongchen Sun

**Keywords:** Temporomandibular joint, Osteoarthritis, Mandibular condylar cartilage, Subchondral bone, Dentin sialophosphoprotein, Knockout mice

## Abstract

**Background:**

Extracellular matrix (ECM) protein malfunction or defect may lead to temporomandibular joint osteoarthritis (TMJ OA). Dentin sialophophoprotein (DSPP) is a mandibular condylar cartilage ECM protein, and its deletion impacted cell proliferation and other extracellular matrix alterations of postnatal condylar cartilage. However, it remains unclear if long-term loss of function of DSPP leads to TMJ OA. The study aimed to test the hypothesis that long-term haploinsufficiency of DSPP causes TMJ OA.

**Materials and methods:**

To determine whether *Dspp*^+/–^ mice exhibit TMJ OA but no severe tooth defects, mandibles of wild-type (WT), *Dspp*^+/–^, and *Dspp* homozygous (*Dspp*^*−/−*^) mice were analyzed by Micro-computed tomography (micro-CT). To characterize the progression and possible mechanisms of osteoarthritic degeneration over time in *Dspp*^+/–^ mice over time, condyles of *Dspp*^+/–^ and WT mice were analyzed radiologically, histologically, and immunohistochemically.

**Results:**

Micro-CT and histomorphometric analyses revealed that *Dspp*^+/–^ and *Dspp*^*−/−*^ mice had significantly lower subchondral bone mass, bone volume fraction, bone mineral density, and trabecular thickness compared to WT mice at 12 months. Interestingly, in contrast to *Dspp*^*−/−*^ mice which exhibited tooth loss, *Dspp*^+/–^ mice had minor tooth defects. RNA sequencing data showed that haplodeficency of DSPP affects the biological process of ossification and osteoclast differentiation. Additionally, histological analysis showed that *Dspp*^+/–^ mice had condylar cartilage fissures, reduced cartilage thickness, decreased articular cell numbers and severe subchondral bone cavities, and with signs that were exaggerated with age. Radiographic data showed an increase in subchondral osteoporosis up to 18 months and osteophyte formation at 21 months. Moreover, *Dspp*^+/–^ mice showed increased distribution of osteoclasts in the subchondral bone and increased expression of MMP2, IL-6, FN-1, and TLR4 in the mandibular condylar cartilage.

**Conclusions:**

*Dspp*^+/–^ mice exhibit TMJ OA in a time-dependent manner, with lesions in the mandibular condyle attributed to hypomineralization of subchondral bone and breakdown of the mandibular condylar cartilage, accompanied by upregulation of inflammatory markers.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12903-024-04320-8.

## Introduction

Temporomandibular joint osteoarthritis (TMJ OA) is a degenerative joint disease characterized by cartilage and subchondral bone damage as a result of irreversible degradation, destruction, or loss of extracellular matrix (ECM) components [1, 2]. Its causing factors include age, systemic illness, hormonal imbalances, aberrant mechanical loadings such as malocclusion, and genetic disorders, all of which appear to have a bearing on it [3, 4].

During the TMJ OA, the condyles in the TMJ complex are most preferentially affected and are therefore most extensively studied. Histologically, the mandibular condyle consists of subchondral bone and articular cartilage. The latter is fibrocartilage, containing ECM proteins and proteoglycans that provide the necessary properties to support the loads on the condyle [5]. Genetic alterations in the cartilage ECM proteins and secondary ECM breakdown play an essential role in TMJ OA initiation and disease progression [5]. On the other hand, the subchondral bone provides mechanical support for overlying articular cartilage and is responsible for the homeostasis and integrity of articular cartilage [6]. Abnormal catabolic signaling and/or low quality of subchondral bone could initiate the TMJ OA pathogenesis [6, 7]. For instance, biglycan and fibromodulin double-deficiency (*Bgn*^*−/0*^* Fmod*^*−/−*^*)* in mice not only disrupted chondrogenesis and ECM integration of mandibular condylar cartilage (MCC) [8] but also ruined subchondral bone integrity and turnover [1] in different stages of TMJ OA.

Besides proteoglycans such as biglycan and fibromodulin [9, 10], MCC also contains type I collagen, which is unique for fibrocartilage, along with other collagens including type II collagen, type IX collagen and type X collagen. Many genetic animal models with mutations in, or deletion of the above ECM components exhibit TMJ OA [5, 9–12].

DSPP belongs to the Small Integrin-Binding LIgand, N-linked Glycoprotein (SIBLING) family [13], which was identified in the MCC ECMs a decade ago. Other SIBLING family members include dentin matrix protein 1 (DMP1), bone sialoprotein (BSP), osteopontin (OPN), and extracellular matrix phosphoprotein (MEPE) [11]. Besides cartilage, DSPP is expressed in many other tissues such as dentin [14] and bone [15]. Indeed, DSPP is the most abundant non-collagenous protein in dentin. Genetic studies have demonstrated that *Dspp*^*−/−*^ (*Dspp* KO) mice manifested severe tooth defects resembling human dentinogenesis imperfecta III [14]. However, the amount of DSPP in cartilage and bone is relatively lower. For instance, in the long bone, the level of DSPP is only about 1/400 of that in dentin [15]. In spite of this, *Dspp*^*−/−*^ mice also exhibited hypomineralization in the long bone. Except for long bone, DSPP deletion also undermines calvaria and alveolar bone health [16, 17].

Due to the fact that DSPP deletion lessens MCC thickness by slowing down cartilage cell proliferation and jeopardizes the expression and distribution of other extracellular matrices, such as collagen II, IX, X, as well as biglycan [18]. We concluded that DSPP played an essential role in MCC development and maintenance, and hypothesized that long-term deficiency of DSPP might lead to TMJ OA-like MCC degeneration and subchondral bone damage. However, *Dspp* null mice bear severe tooth defects including pulp exposure, tooth loss, and periodontal destruction [14] which may severely disturb the occlusal balance and lead to secondary structural changes of the mandibular condyle. As *Dspp*^+/–^ mice have no significant tooth phenotype [19–21], we employed *Dspp*^+/–^ (heterozygous *Dspp* KO) mice to examine the long-term effects of DSPP haplodeficency in MCC and subchondral bone, to check the direct function of DSPP on condyle excluding occlusal effect. We found that *Dspp*^+/–^ mice exhibited marked subchondral bone destruction similar to *Dspp*^*−/−*^ mice when compared to WT littermates. In contrast to WT mice, we looked for signs of TMJ OA in the overtly normal heterozygous *Dspp* KO mice. The evidence of fibrillation of the articular surfaces, fissuring of the cartilage, and ultimately separation of articular cartilage and subchondral bone degeneration were found through 12 months to 18 months and presented as a gradual process over age. Thus, this study was able to demonstrate that DSPP haplodeficency accelerated the osteoarthritis-like lesions in mandibular condyle.

## Materials and methods

### Animal preparation

Homozygous *Dspp* global knockout mice, generated in NIDCR [14], in the C57BL/6 background (referred to as *Dspp*^*−/−*^ mice hereafter) were employed. The heterozygous *Dspp* knockout mice (*Dspp*^+*/–*^ mice) were obtained by *Dspp*^*–/–*^ mice crossbred with C57BL/6 wild-type mice. The 4-month, 8-month, 12-month, 15-month, 18-month, and 21-month-old mice (*n* = 3 in each group) were obtained and divided into three groups: the WT group, the *Dspp*^+/–^ group, and the *Dspp*^+/–^ group. Food and water were given as usual. All mice were sacrificed, and the mandibles were dissected at a well-designed time under sevoflurane anesthesia.

### Sample preparation

Mandibles from WT, *Dspp*^*−/−*^ and *Dspp*^+/–^ mice were dissected. Half of the mandible from each mouse was fixed in 4% paraformaldehyde overnight, then transferred into 70% ethanol and stored at 4 °C for plain X-ray and 3D micro-computed tomography (micro-CT) analysis. The remaining half mandible was fixed in 4% paraformaldehyde for 24 h, then decalcified in a 15% EDTA solution for 6 weeks at 4 °C, followed by embedding in paraffin after the mandibular body was cut off at the condylar neck. 3-μm-thick of sagittal sections were used for hematoxylin and eosin (HE) staining, toluidine blue staining, Safranin O staining, Masson staining, tartrate-resistant acid phosphatase (TRAP) staining, and immunohistochemical staining.

### X-ray radiography imaging analysis

Every three mandibles from WT mice and *Dspp*^+/–^ KO mice at the age of 12 months were selected and analyzed with the Faxitron MX-20DC12 Specimen Radiography System (Faxitron X-ray Corp., Buffalo Grove, IL, USA).

### Three-dimensional micro-computed tomography (μCT) analysis

Three-dimensional images of the mandibles were taken using μCT50 (Scanco Medical AG, Bassersdorf, Switzerland). The following parameters of voxel size 10 μm, 200 mA, 70 kVp, and exposure time 300 ms were used during scanning. After reconstruction, data were analyzed with the 3D-Creator software supplied with the instrument, and the subchondral bone structural analysis was conducted. Morphometric parameters including bone volume (BV), total volume (TV), bone volume fraction (BV/TV), porosity (1-BV/TV), bone mineral density (BMD), tissue mineral density (TMD), trabecular number (Tb. N), trabecular thickness (Tb. Th), trabecular separation (Tb. Sp) and degree of anisotropy (DA) were calculated. Using InVivo Dental 5.0 software (Anatomage, San Jose, CA, USA), three-dimensional multiplanar reconstruction (MPR) of mandibular condyles was surveyed in detail.

### Histochemical and immunohistochemical staining

HE and toluidine blue staining were performed on mouse condylar sections at all time points of 12, 15, and 18 months. For 12-month-old mice, the MCC cell numbers were counted based on HE and toluidine blue-stained cross sections and used for statistical analysis. According to the modified Mankin scoring system [22], we graded the pathologic condition of the MCC in four categories: cartilage erosion score, chondrocyte periphery staining, spatial arrangement of chondrocytes, and background staining intensity. For the 15- and 18-month condylar sections, HE, toluidine blue, Safranin O, and Masson stain were applied. To assess osteoclast differentiation, paraffin slides were stained for tartrate-resistant acid phosphatase (TRAP) (Sigma, St. Louis, MO, USA). TRAP-positive cells with three or more nuclei were counted as osteoclasts. Condylar sections of 8-months mice were selected for immunohistochemical staining, antigen retrieval was performed in pepsin antigen retrieval solution (MXB, Fuzhou, China) using water-bath heating at 50℃. The antibodies used in the immunohistochemical analyses were FN1 (Sangon Biotech, Shanghai, China), TLR4 (Sangon Biotech, Shanghai, China), MMP2 (Sangon Biotech, Shanghai, China) and IL-6 (Sangon Biotech, Shanghai, China). All antibodies had a dilution ratio of 1:200 with 2% BSA. The immunohistochemical kit (MXB, Fuzhou, China) was used according to the instructions. Finally, the sections were counterstained with hematoxylin.

### RNA sequencing

TMJ condyles with an intact cartilage/subchondral bone interface were dissected from 4-month-old WT and *Dspp*^+/–^ KO mice. Tissues from 3 independent animals from WT or *Dspp*^+/–^ KO mice were pooled to create a single test sample. RNA extraction, library construction, sequencing, and data analysis were performed by CapitalBio Technology (Beijing, China).

### Statistical analysis

All data were presented as mean ± standard deviation (SD) and analyzed with Kruskal–Wallis Test using SPSS 16.0 software (SPSS). Differences with a *p-value* < 0.05 were considered statistically significant.

## Results

### DSPP haplodeficency, like the total loss-of-DSPP, led to subchondral bone hypomineralization of the mandibular condyle

The mandibles of 12-month-old mice in all three groups were measured and reconstructed by micro-CT, with images presented either in top view or side view (Fig. 1a1-c1, a2-c2). Data of homozygous deletion of DSPP showed that loss of DSPP led to tooth loss in *Dspp*^*−/−*^ mice at 12 months (Fig. 1c1), while teeth of *Dspp*^+/–^ mice were intact, without significant differences from WT mice at the same age (Fig. 1a1, b1). Interestingly, the condylar surface of *Dspp*^+/–^ was coarse (Fig. 1b1), which indicated subchondral bone destruction.

**Fig. 1:**
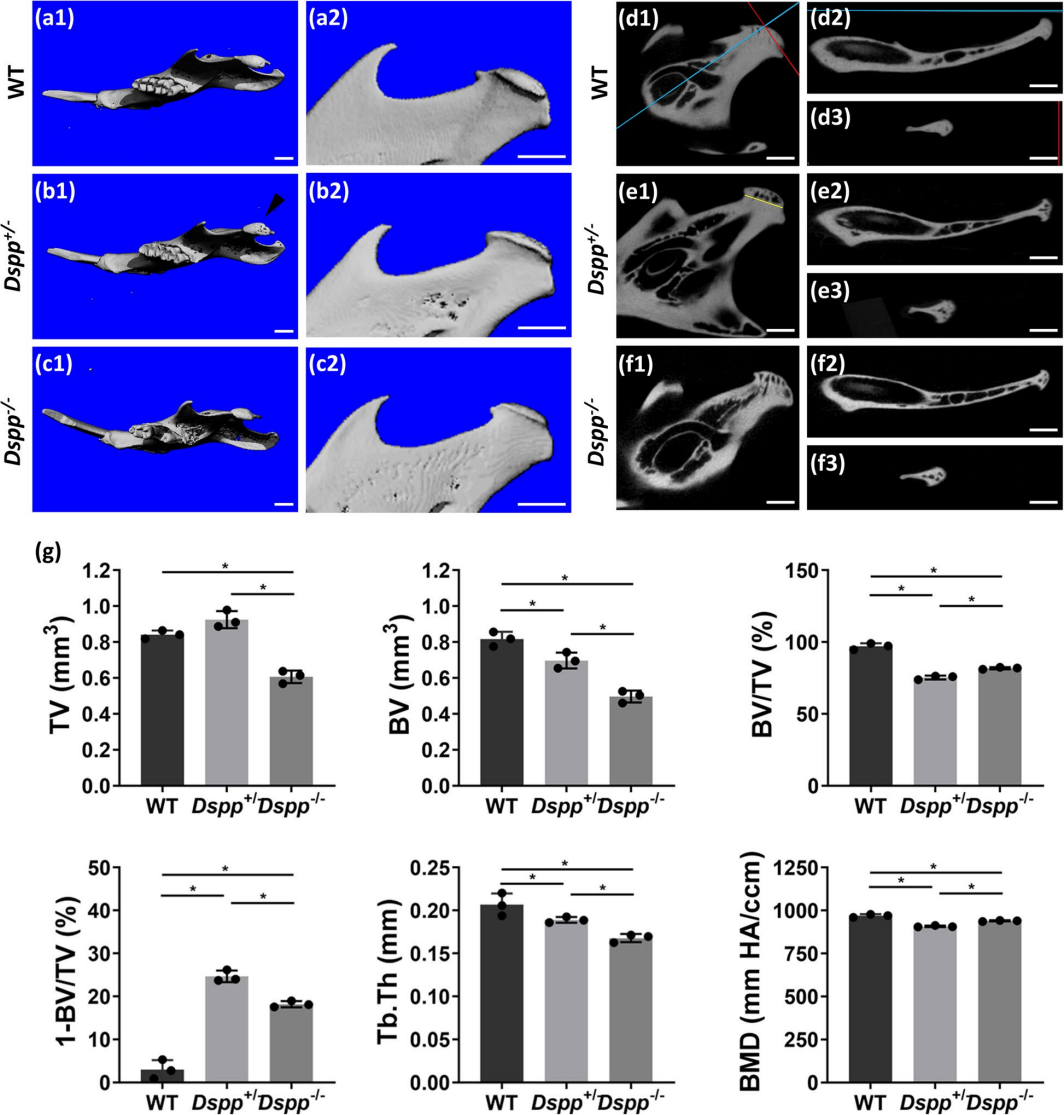
Mandible condylar structure changes in *Dspp*^+/–^ and *Dspp*^*−/−*^ mice compared to WT mice. (a1, b1, c1) Top view of micro-CT reconstructions of mandibles respectively from 12-month-old WT, *Dspp*^+/–^, and Dspp^−*/−*^ mice. Note that the condylar surface of *Dspp*^+/–^ mice was coarse (denoted as black arrowhead). (a2, b2, c2) Side view of micro-CT reconstructions of condyle from 12-month-old WT, *Dspp*^+/–^ and *Dspp*^*−/−*^ mice. (d1, e1, f1) Sagittal planes of 3-dimensional multi-planar reconstruction (3D-MPR) images of mandibular condyles from 12-month-old WT mice, *Dspp*^+/–^ and *Dspp*^*−/−*^ mice. A blue line and a red line in d1 represented the cut planes in d2 and d3, respectively. (d2, e2, f2) Coronal cutting planes of 3D-MPR images. (d3, e3, f3) Axial cut planes of 3D-MPR images. (g) Quantification of the parameters concerning the subchondral bone by micro-computed tomography (micro-CT). Note that the chosen area was defined as the subchondral bone area located above the yellow line, as illustrated in e1. Values were presented as mean ± SD. *n* = 3 per group, *P < 0.05. TV, tissue volume; BV, bone volume; BV/TV, bone volume fraction; 1-BV/TV, bone porosity; BMD, bone mineral density; Tb.Th, trabecular thickness. SD, standard deviation

To check in detail the subchondral bone mineralization of mandibular condyles of the three groups at the age of 12 months, 3D-MPR was employed (InVivo Dental 5.0, Anatomage, San Jose, CA, USA). Sagittal sections of the micro-CT images (Fig. 1d1, e1, f1) showed that there were big subchondral bone trabecular spaces in 12-month-old *Dspp*^+/–^ and *Dspp*^*−/−*^ mice compared to WT mice at the same age. Additionally, horizontal and coronal planes showed that the condylar subchondral bone, and the condylar necks in *Dspp*^+/–^ and *Dspp*^*−/−*^ mice were more porous than those in WT mice (Fig. 1d2, d3, e2, e3, f2, f3). Interestingly, there was no marked difference in mineralization between *Dspp*^+/–^ and *Dspp*^*−/−*^ mice, which indicated that DSPP haplodeficency, similar to DSPP total deletion, led to less bone mass and less mineralization in the subchondral bone of mandibular condyle.

To quantitatively measure the mineralization of the subchondral bone, three-dimensional morphometric parameters were analyzed. To standardize measurement, the subchondral bone area located above the yellow line was selected for assessment, as depicted in Fig. 1e1. The chosen area was characterized by an intact cartilage/subchondral bone interface, which ensured consistency and accuracy in the evaluation of the samples, and allowed for reliable comparisons between the different groups. Data showed that there were significant reductions in the BV, BV/TV, BMD, and Tb. Th in *Dspp*^+/–^ and *Dspp*^*−/−*^ mice compared to WT mice. Contrary to BV/TV, the subchondral bone porosity significantly increased in *Dspp*^+/–^ and *Dspp*^*−/−*^ mice (Fig. 1g). Unexpectedly, the subchondral bone porosity in *Dspp*^+/–^ mice was more severe, while bone mineral density in *Dspp*^+/–^ mice was less than in *Dspp*^*−/−*^ mice (Fig. 1g). On the contrary, the increased porosity in the condylar neck region of *Dspp*^*−/−*^ mice was more remarkable compared to *Dspp*^+/–^ based on 3D-MPR (Fig. 1e2 and f2). These results suggest that hypomineralization occurs with deletion in either one allele or both alleles of *Dspp*, even though it is non-equalized in the condylar neck and subchondral bone.

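RNA sequencing was done on mandibular condyles of 4-month-old WT, *Dspp*+/- and *Dspp*-/- mice, with 1 library per genotype. The condyles were dissected so that cartilage and subchondral bone stayed joined. The paper states that tissue of 3 animals was pooled for the WT sample and for the *Dspp*+/- sample, and its text does not give the number of animals behind the *Dspp*-/- sample. The description of the samples mentions triplicates, but each genotype has 1 value per gene, taken here as 1 library of pooled tissue. With 1 library per genotype there are no replicates, no test between genotypes was possible, and each difference given here is a difference between single libraries. Poly(A)-selected RNA was sequenced in pairs of 150 bases by CapitalBio Technology. The authors deposited values for 26970 genes whose unit neither the table nor the paper's text names. They were read here as FPKM, which is fragments divided by gene length and by the size of the library, a reading that rests on the values themselves. The paper's text does not name the aligner, the genome build, the gene annotation or the threshold for a differentially expressed gene. FPKM does not adjust for composition, so a gene loses FPKM when other genes take a larger part of the library. Mitochondrial genes held 25.0% of the summed FPKM in WT, 36.9% in *Dspp*+/- and 37.3% in *Dspp*-/-. FPKM multiplied by a gene's merged exon length in GENCODE M21 gave whole fragments for 98.8% of the genes under 100 fragments in WT, 98.9% in *Dspp*+/- and 98.8% in *Dspp*-/-. From these steps, the depth behind the values was 20241576 fragments in WT, 23613596 in *Dspp*+/- and 22253159 in *Dspp*-/-. Genes were compared as the log2 ratio of FPKM + 1 to WT, which understates the change of genes with low FPKM, and 13026 genes with a mean of at least 1 FPKM over the 3 libraries were compared. Intervals on a fold are 95% Clopper-Pearson intervals from the recovered fragments. They cover counting error only and say nothing of the spread between mice. *Dspp* itself was not analysed here, so the genotype labels were not checked against it.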

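The 4 osteogenesis genes drawn in Fig. S1c, *Dlx5*, *Sp7*, *Alpl* and *Bglap*, had a median log2 ratio of -1.47 in *Dspp*+/- against WT. Among 10000 random lists of the same size and like mean expression, this median was at percentile 0.01. The 11 osteoclast differentiation genes of the same heatmap are *Pik3cg*, *Fermt3*, *Apbb1ip*, *Src*, *Gp9*, *Mylk3*, *Rasgrp2*, *Itga2b*, *Gp5*, *Fcgr3* and *Gp6*. Of these, 9 had a mean of at least 1 FPKM, and their median log2 ratio was 1.34, at percentile 100. Among the 9 genes, 8 were higher in *Dspp*+/- than in WT, and *Src* was lower. The study picked both sets of genes from these libraries, so the percentiles describe the libraries and are not independent evidence. Of the processing alternatives, a pseudocount of 5 in place of 1 moved the second median most, to 0.81.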

To examine how the haploinsufficiency of DSPP affects osteoblastic and osteoclastic differentiation, we perform RNA sequencing, data showed that haplodeficency of DSPP affects the biological processes of ossification and osteoclast differentiation (Fig.s1). In addition, the data presented in (Fig.s2) illustrates the relative amount of DSPP expression in the condyles of both WT mice and *Dspp*^+/–^ mice. It is worth noting that the *DSPP* in *Dspp*^+/–^ mice was comparatively weaker than that in WT mice. This information can be used constructively to further understand the role of DSPP in the development of the condyles and its contribution to healthy joint function.

Taken together, both *Dspp*^+/–^ and *Dspp*^*−/−*^ mice exhibited subchondral bone hypomineralization, including increased porosity and reduced BMD. Given the non-negligible effect of occlusion disorder on TMJ in *Dspp*^*−/−*^ mice, the heterozygous *Dspp* KO mice were employed as the animal models to examine the direct role of DSPP on mandibular condyles.

### DSPP haplodeficency led to TMJ-OA-like lesions with MCC attenuation and subchondral bone hypomineralization

To further assess the mandible phenotype underlying *Dspp* heterozygous deletion in detail, we first employed plain x-ray and micro-CT to analyze the overall tooth and condyle structures of mandibles of *Dspp*^+/–^ mice and WT mice at 12 months (Fig. 2a, b, c). Images showed that there was no apparent tooth body defect in *Dspp*^+/–^ mice in comparison with WT mice (Fig. 2a, b). However, decreased BMD of the mandibular condyle can be observed in *Dspp*^+/–^ mice compared to WT mice on enlarged x-ray images (Fig. 2c). In micro-CT images, the condylar surface was more coarse in 12-month-old *Dspp*^*−/−*^ mice than in WT mice (Fig. 2c). Moreover, increased porosities, indicating hypomineralization, of condylar subchondral bone in *Dspp*^+/–^ mice were observed (Fig. 2c).

**Fig. 2:**
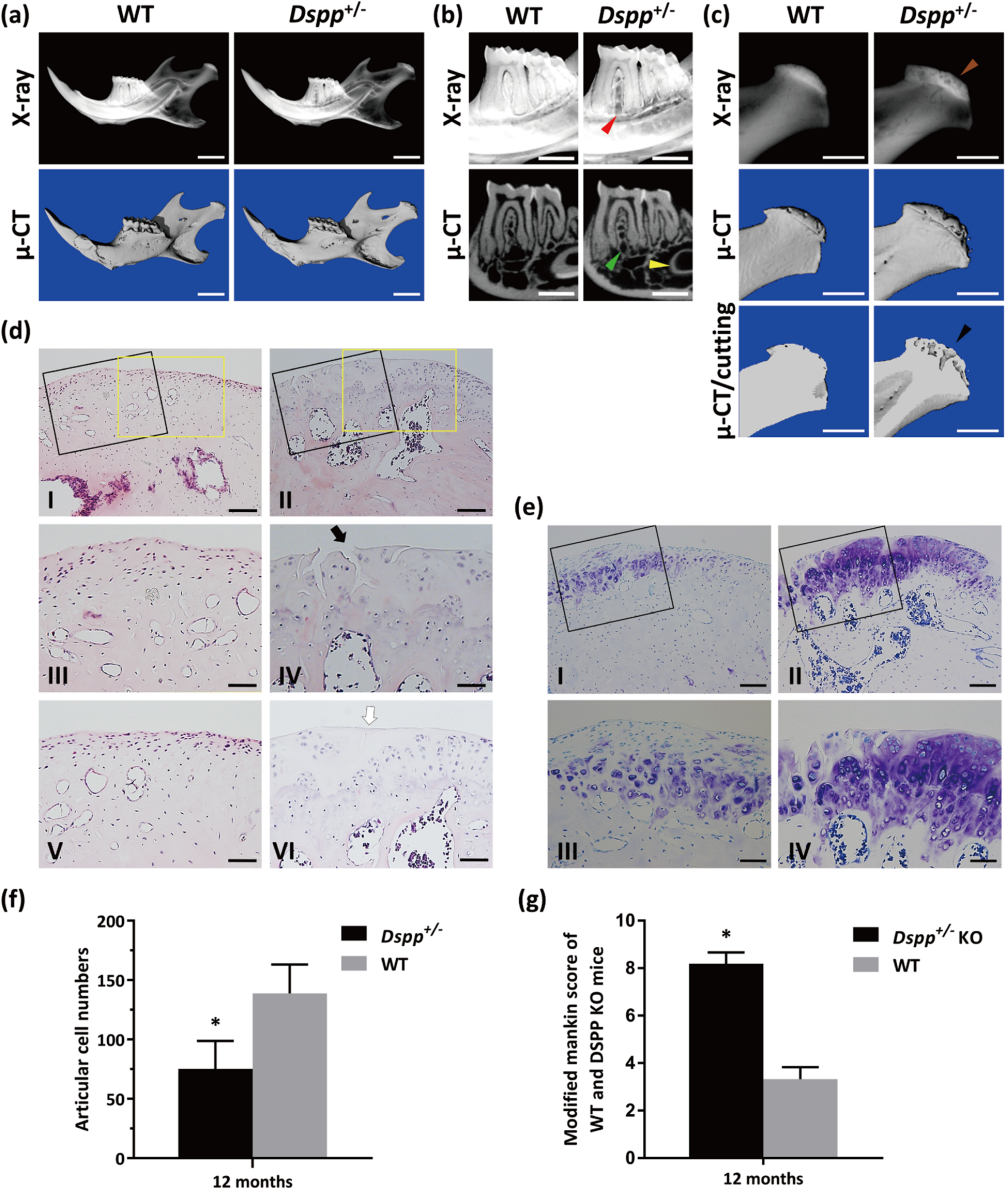
TMJ-OA-like changes in MCC and subchondral bone in *Dspp*^+/–^ mice. **a** X-ray and micro-CT images of mandibles from 12-month-old WT and *Dspp*^+/–^ mice. **b** Close-up views of the molars in a. Note that there were no significant changes in the tooth bodies between the two groups, except for slight crown attrition, decrease of bone density around tooth root in *Dspp*^+/–^ mice (denoted as red and green arrowheads) and thinner dentin in incisor root (denoted as a yellow arrowhead). **c** Respective close-up views and cross-sections of condyles in a. Note that translucent areas could be observed in the subchondral bone of *Dspp*^+/–^ mice compared to WT mice (denoted as a brown arrowhead); additionally, the condylar surface was irregular in *Dspp*^+/–^ mice. **d** H&E staining of mandibular condyles from 12-month-old WT and *Dspp*^+/–^ mice. III and VI are higher magnification views of the black boxed area in I and II; V and VI are higher magnification views of the yellow boxed area in I and II. The articular fissures (denoted as black arrow) and acellular areas (denoted as white arrow) of the MCC were remarkable in *Dspp*^+/–^ mice. **e** Toludine staining of mandibular condyles from 12-month-old WT and *Dspp*^+/–^ mice. III and VI are higher magnification views of the black boxed area in I and II. The articular fissures (denoted as black arrow) and acellular areas (denoted as white arrow) of the MCC were remarkable in *Dspp*^+/–^ mice. Scale bars: 100 μm for lower magnification, 50 μm for higher magnification of the boxed areas. **f** Statistics of articular cell numbers. The cells in the MCC decreased markedly in *Dspp*^+/–^ mice compared to WT mice. **g** Statistics of the modified Mankin score. The score was significantly elevated in the *Dspp*^+/–^ mice. Values were presented as mean ± SD. *n* = 3 per group, *P < 0.05. SD, standard deviation

To determine whether one allele deletion of *Dspp* will affect MCC, we performed the hematoxylin and eosin (H&E) and toluidine blue (TB) staining of representative MCC specimens from WT and *Dspp*^+/–^ mice at the age of 12 months (Fig. 2d, e). Data showed that *Dspp*^+/–^ mice exhibited apparent fissures and decreased chondrocyte cells in MCC accompanied by some large cavities in the subchondral bone. Data statistics proved that MCC of *Dspp*^+/–^ mice had a reduced number of MCC cells compared to WT mice (Fig. 2f). The decreased cell amounts found in *Dspp*^*−/−*^ mice might also be attributed to the impeding proliferation of MMC cells as we demonstrated in *Dspp*^*−/−*^ KO mice [17]. The modified Mankin scores showed that the haplodeficency of DSPP could lead to osteoarthritis (Fig. 2g).

### TMJ OA severity caused by DSPP haplodeficency was positively correlated with age

To determine whether TMJ OA caused by DSPP haplodeficency is age-related, we first performed micro-CT scans on mandibles of 15-, 18-, and 21-month-old heterozygous *Dspp* KO mice. The condyles from *Dspp*^+/–^ mice showed irregular condylar surfaces on the side-view reconstructed images. Notably, the osteophyte formation could be seen in 21-month-old mice (Fig. 3a3). 3D- MPR of micro-CT data exhibited that trabecular bone spaces accelerated as mice age. Besides, based on micro-CT quantification analysis, we found that BV, BV/TV, BMD, and Tb.Th decreased with age, but the subchondral bone porosity increased with age (Fig. 3e). Tb.Sp reduced at 21 months in comparison with 15 months and 18 months (Fig. 3e). This may be correlated to osteophyte formation, which also influences mouse chewing. The degree of Anisotropy (DA) indicates trabecular structure diversities associated with loading and stress [23]. Elevated DA suggests an increase in osteoporosis. Our data showed DA kept increasing from 15 to 18 months, but decreased at 21 months (Fig. 3e). This may be an adaptation of mechanical alteration due to condylar malformation and successive mastication abnormality. Therefore, our findings showed statistically significant changes in the subchondral bone of the condyles at these three time points (Fig. 3).

**Fig. 3:**
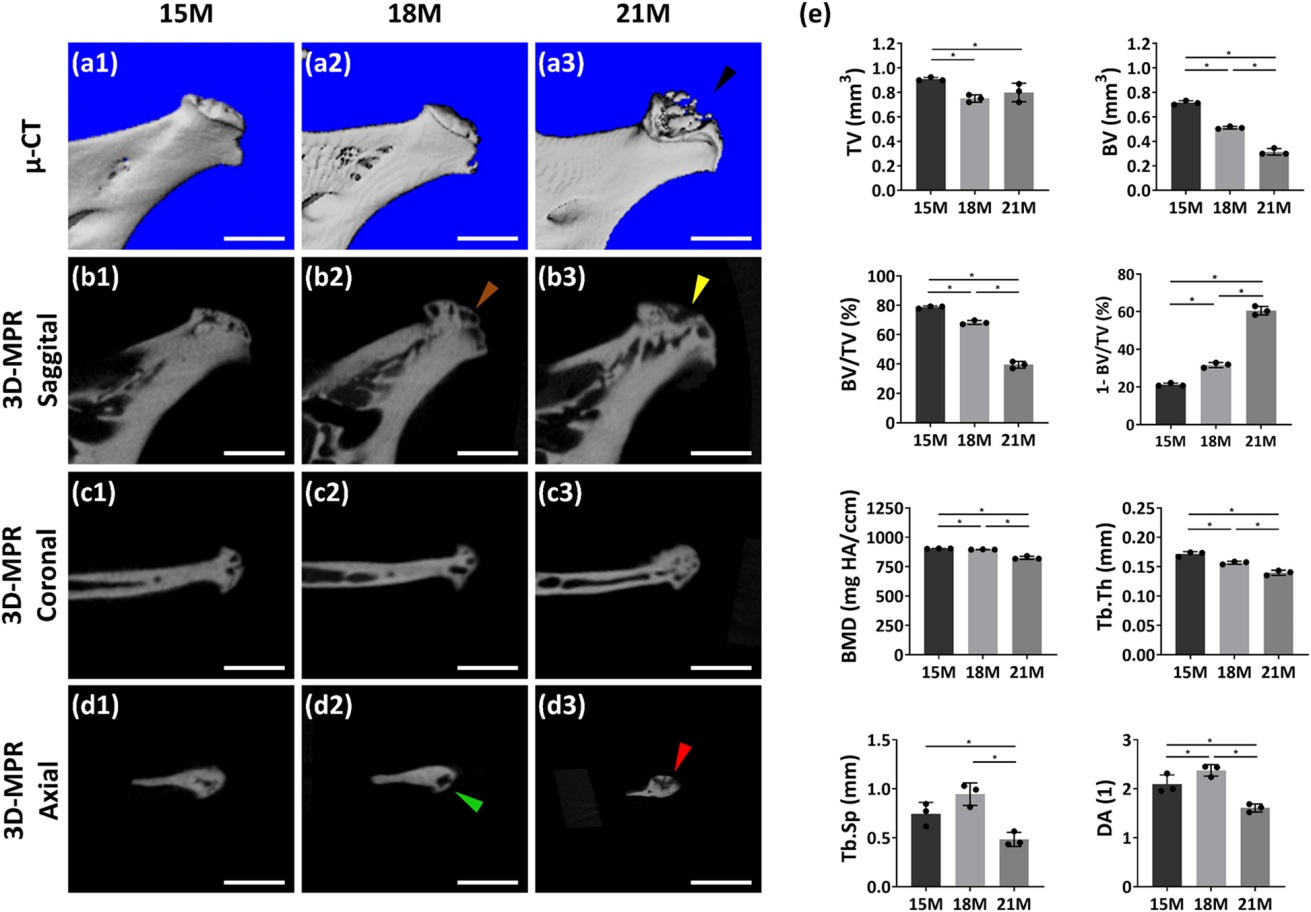
TMJ OA changes with aging in *Dspp*^+/–^ KO mice. (a1-a3). Morphologic observation of the mandibular condylar cartilage from *Dspp*^+/–^ mice based on the reconstruction of micro-computed tomography (micro-CT) at the age of 15 months, 18 months, and 21 months, respectively. Black arrowhead is pointing the condylar malformation. (b1-b3). Sagittal view of 3-dimensional multi-planar reconstruction (3D-MPR) images of mandibular condyles in *Dspp*^+/–^ KO mice. At the age of 18 months, bone cavities were more visible than at 15 months. Plus, the cavities were closer to the bone surface (denoted as a brown arrowhead). Note that in condyles of 21 months, open cavities could be observed, which was a mark of bone collapse and osteophytes (denoted as a yellow arrowhead). (c1-c3) and (d1-d3) are the coronal view and axial view of 3D-MPR images from corresponding samples. We can see the bone cavities were very near to the bone surface at 18 months (green arrowhead). At 21 months, osteophytes could be visualized (red arrowhead). Scale bars = 1 mm in all images. (e). Subchondral bone parameters based on micro-CT were statistically analyzed. Values were presented as mean ± SD. *n* = 3 per group, *P < 0.05. TV, tissue volume; BV, bone volume; BV/TV, bone volume fraction; 1- BV/TV, porosity; BMD, bone mineral density; Tb.Th, trabecular thickness; Tb.Sp, trabecular separation; DA, degree of anisotropy; SD, standard deviation

To assess the pathological changes of cartilage and subchondral bone caused by long-term haplodeficency of DSPP, a set of histochemical staining was performed. The HE staining data showed severe cartilage fissures, acellular zones of cartilage, and big subchondral cavities in *Dspp*^+/–^ mice, with some cartilage debris peeling off the cartilage (Fig. 4a-c). Toluidine blue, Safranin O, and Masson staining of the condyle sections confirmed cartilage degradation and subchondral bone defects in *Dspp*^+/–^ mice (Fig. 4d-l). In condyles from 18-month-old *Dspp*^+/–^ mice, the cartilage fissure deepened into the cartilage-bone interface and exhibited regional loss of chondrocytes, subchondral bone erosion, as well as uneven staining in the cartilage matrix (Fig. 4c–c’, f-f’, i-i’, l-l’). The statistical findings (Fig. 4m, n) suggest that the integrity of the condyle structure in *Dspp*^+/–^ mice has undergone significant deterioration when compared to that of the WT mice. Specifically, the results indicate that the condyles in *Dspp*^+/–^ mice have been severely damaged. Such findings may have important implications for our understanding of the underlying mechanisms contributing to the observed structural differences between the two groups. Further research is warranted to elucidate the potential clinical significance of these findings.

**Fig. 4:**
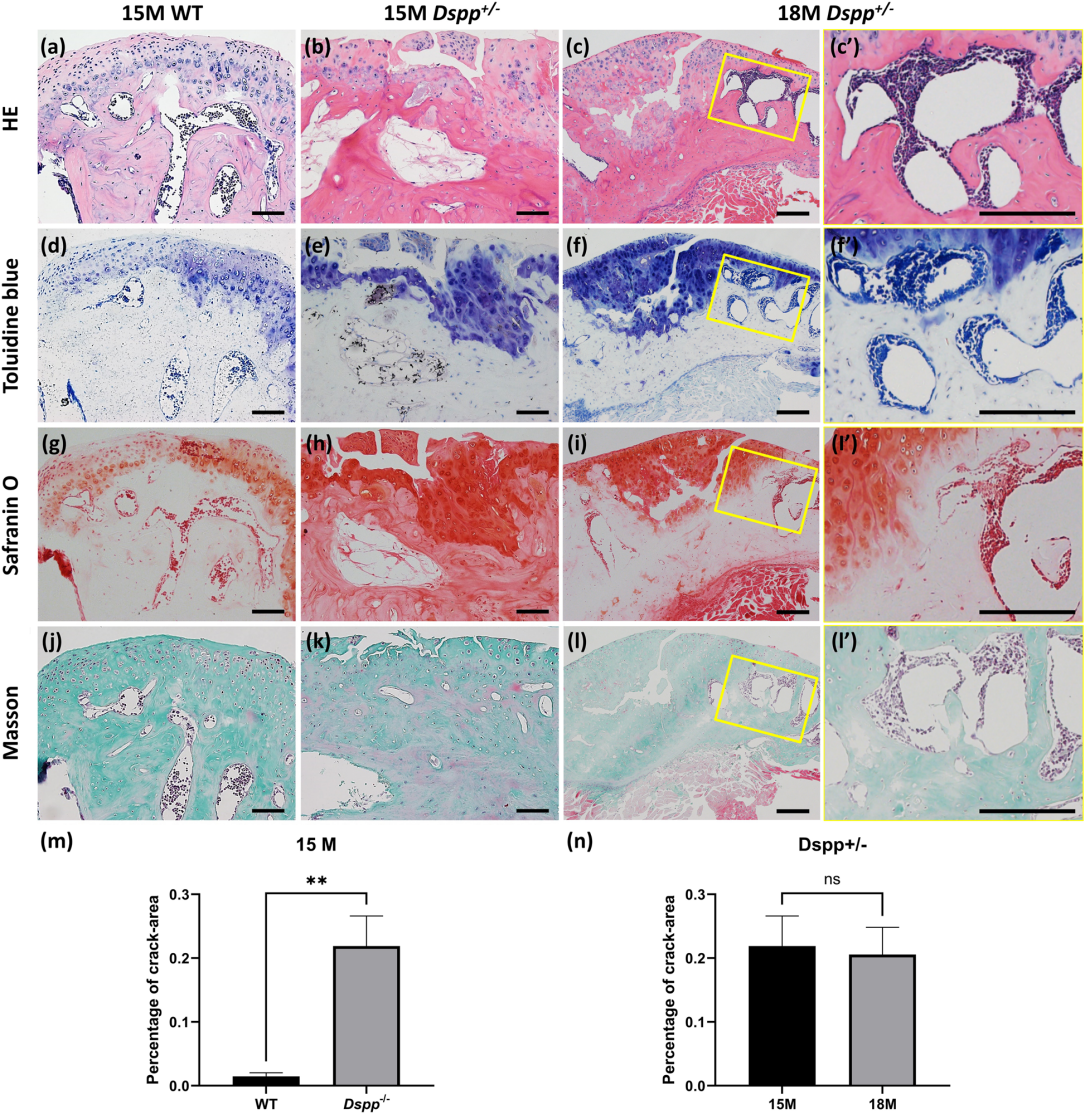
Assessment of cartilage breakdown and bone resorption in the MCC from the 15-month and 18-month-old *Dspp*^+/–^ mice. H&E (**a**-**c**), toluidine blue (**d**-**f**), safranin O staining (**g**-**i**) and Masson staining (**j**-**l**) of condyle samples collectively showed that cartilage fissures in *Dspp*^+/–^ mice, while no apparent cracks in that of. (c’, f’, i’, l’) are high magnification views of the yellow boxed area in (c, f, i, l), respectively. Bars = 200 μm. Statistical results (**m**, **n**) display the percentage of crack-area in condyles of 15-month-old WT mice and 15/18-month-old *Dspp*^+/–^ mice. Values are presented as mean ± SD. *n* = 3 per group, **P < 0.01

In general, the phenotypes of condylar cartilage and subchondral bone caused by heterozygous deletion of *Dspp* deteriorated with age. It was worth noting that all teeth of *Dspp*^+/–^ mice at any of the time points appeared normal (data not shown), which further approved that *Dspp*^+/–^ mice were a reliable model for detecting DSPP deficiency role on MCC excluding occlusal factors.

### DSPP haplodeficency aggravated TMJ OA by increasing osteoclast distribution and upregulation of inflammatory markers

As the decreased bone volume and increased bone cavities in the subchondral bone of the condyle in *Dspp*^+/–^ mice was observed, we performed TRAP staining to assess osteoclast activities in the subchondral bone (Fig. 5a-c, c’). Fifteen-month-old data showed that osteoclast surface per bone surface (Oc. S/BS) and osteoclast number per bone surface (Oc. N/BS) was significantly increased in *Dspp*^+/–^ mice compared to WT mice. (*p* < 0.05, Fig. 5d). TRAP-positive cells in the subchondral bone were markedly elevated in *Dspp*^+/–^ mice, about three times over that of WT mice based on statistical quantitation analysis. In addition, we found that the Oc. S/BS and Oc. N/BS were insignificantly increased with age, as evidenced by the data from 15- and 18-month-old *Dspp*^+/–^ mice (Fig. 5e).

**Fig. 5:**
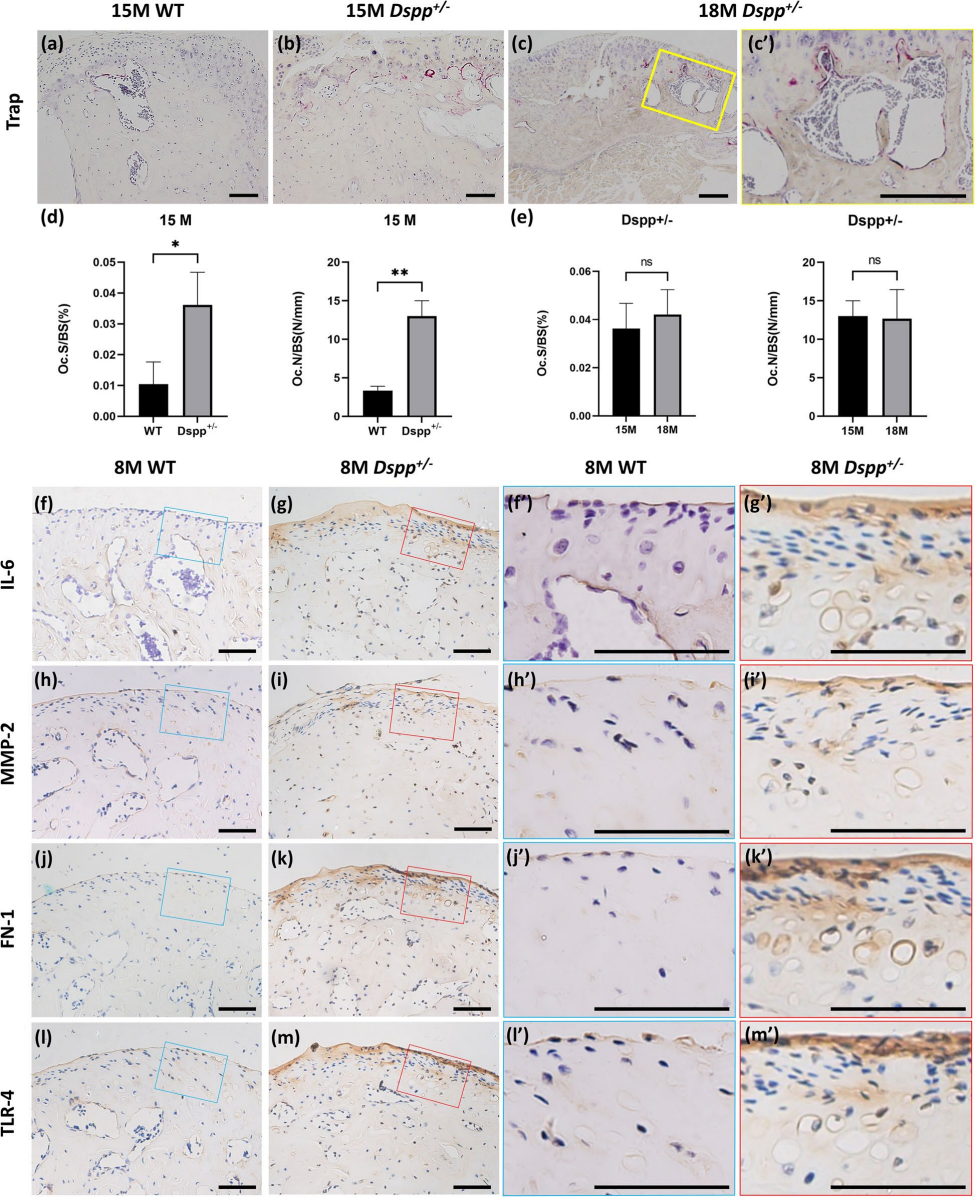
Tartrate-resistant acid phosphatase (TRAP) staining (**a**-**c**) showed that there were more positive cells on the edges of bone cavities in *Dspp*^+/–^ mice than in WT mice, which indicated upregulated osteoclast activities in the subchondral bone. (c’) is a high magnification view of the yellow boxed area in (**c**). Statistic quantitation to measure levels of TRAP-positive cells with no less than three nuclei (**d**, **e**). Oc. S/BS, osteoclast surface per bone surface. Oc. N/BS, osteoclast number per bone surface. Values are presented as mean ± SD. *n* = 3 per group, *P < 0.05, **P < 0.01. SD, standard deviation. **f**-**m** Alterations in the inflammatory markers and DAMPs-related factors in the mandibular condylar cartilage (MCC) from the 8-month-old *Dspp*^+/–^ mice. Immunoreactivity of IL-6 (**f**, **g**), MMP-2 (**h**, **i**), FN-1 (**j**, **k**) and TLR-4 (**l**, **m**) in the MCC was increased in *Dspp*^+/–^ mice compared to WT mice. (f’, h’, j’, l’) are higher magnification views of the blue boxed area in (**f**, **h**, **j**, **l**). (g’, i’, k’, m’) are higher magnification views of the red boxed area in (**g**, **i**, **k**, **m**). Scale bars, 200 μm

We also found that the inflammatory markers such as IL-6 and MMP-2 were increased in MCC of *Dspp*^+/–^ mice compared to WT mice at 8 months (Fig. 5f-g, f’-g’, h-i, h’-i’), which confirmed the inflammatory changes occurred in mandibular condyle. Moreover, reliable evidence suggests that Damage Associated Molecular Pattern (DAMP)-induced inflammation plays an important role in the pathogenesis of OA. FN-1, as a DAMP molecule, can induce activation of a toll-like receptor 4 (TLR4) and promote the release of inflammatory factors [24]. Therefore, to uncover the possible reason that DSPP haplodeficency led to TMJ OA, we observed the alteration of FN-1 and TLR-4 in MCC, data showed both molecules markedly increased in MCC (Fig. 5j-k, j’-k’, l-m, l’-m’).

## Discussion

MCC plays a pivotal role in buffering bone against stress [12]. Cartilage ECM, which comprises collagen and non-collagenous proteins, is the load-carrying structural component [25]. With aging, the homeostasis between the synthesis and degradation of several cartilage ECM components is disrupted. Hence, OA might be naturally developed with an extended lifespan [26–28] due to loss of cartilage integrity and progressive deterioration of its biomechanical properties [29]. Pathological changes in ECM amount, structure, or function were responsible for early-onset OA associated with variable degrees of cartilage degradation in human patients or animal models [8–10, 30–34].

Dr. Sun first discovered the presence of DSPP in cartilage [13, 35] and profiled DSPP expression in rat MCC [13]. We successively demonstrated that postnatal *Dspp*^*−/−*^ mice exhibited reduced MCC cell proliferation, cartilage thinning, and abnormal expression of other ECM including collagen type II, collagen type XI, collagen type X, and biglycan [17]. Based on our findings in *Dspp*^*−/−*^ mice up to 6 months, we speculate that long-term loss of DSPP may contribute to TMJ OA. However, due to the non-negligible impact of malocclusion, the pathogenesis of TMJ-OA may be clinically complicated or may be induced by multiple factors.

To understand the specific functions of DSPP on condyles, we employed *Dspp*^+/–^ mice to observe long-term DSPP haplodeficency on the condyle, because previous studies reported that *Dspp*^+/–^ mice have no teeth phenotype [36, 37]. Although recently we found that *Dspp*^+/–^ mice exhibited teeth phenotype like human DD-II, and had mild periodontitis [20], Our findings (Fig. 2b) showed that the tooth phenotype was too weak to impact occlusal balance compared with *Dspp*^*−/−*^ mice at the age of 12 months. Besides, no pulp exposure, tooth loosening, or loss occurred in *Dspp*^+/–^ mice at all the time points from 12 to 21 months in our study. Unexpectedly, the subchondral bone porosity in *Dspp*^+/–^ mice was more severe, while bone mineral density in *Dspp*^+/–^ mice was less than in *Dspp*^*−/−*^ mice. These results suggest that hypomineralization occurs with deletion in either one allele or both alleles of *Dspp*. On the other aspect, the severe tooth defect of *Dspp*^*−/−*^ mice may alter the mechanical environment of the condyle.

It has been reported that wild type C57BL/6J mice spontaneously develop temporomandibular arthritis at 60 weeks [28]. We therefore first selected wild-type mice at the age of 12 months and compared them to *Dspp*^+/–^ mice, which showed a more marked osteoarthritis phenotype than WT mice, suggesting that DSPP haplodeficiency accelerates and exacerbates the onset of osteoarthritis. In our *Dspp*^+/–^ mouse model, TMJ-OA was evidenced by articular cartilage degradation and abnormal subchondral bone remodeling and was also age-related. Pathological alterations including decreased thickness and hypocellularity of the cartilage layer, emerging articular cartilage fissures, and large subchondral bone cavities could be observed in HE, Toluidine blue, as well as Safranin O stained images. As the homozygous deletion of *Dspp* would decrease cartilage cell proliferation and lead to MCC thinning [17], we postulated that the downregulation of chondrocyte proliferation might partially cause cartilage thickness reduction in *Dspp*^+/–^ mice. Besides cellular hypocellularity, lack of DSPP and subsequent breakdown of other ECM components might lead to cartilage fissures [17]. In addition, cartilage fissures deep down to the cartilage-bone interface, where the subchondral bone was exposed to the articular cavity, might contribute to bone apophysis formation and condyle deformation, further exacerbated the symptoms of TMJ-OA, as visualized in representative mice at 21 months of age.

On the other hand, the cartilage breakdown may be exaggerated by abnormal subchondral bones. RNA sequencing data suggest that haplodeficency of DSPP affects the biological process of ossification and osteoclast differentiation. Micro-CT data of 12- to 21-months of *Dspp*^+/–^ mice collectively exhibited that large subchondral cavities. It is worth noting that the cavities move closer to the condylar surface with age. Condylar histopathological staining of *Dspp*^+/–^ mice demonstrated that the cartilages over subchondral bone became remarkably thin with age. A cross-sectional study with human patients explored that low condylar bone quality was significantly correlated with TMJ OA development [7].

Along with all the above, and the fact that DSPP plays a crucial role in bone biomineralization [16, 38], we envision that DSPP deficiency defect on subchondral bone might be a contributor to exaggerating TMJ OA pathological process. Plus, increased osteoclast activity was noted at the cartilage-bone interface. The presence of increased osteoclasts would be a direct cause of extensive subchondral bone activities. However, the mechanism underlying osteoclast increase is still unknown. Nonetheless, subchondral bone resorption is a superposition effect of DSPP deficiency and osteoclast upregulation.

Both IL-6 and MMP-2 are important inflammatory agents associated with OA. Our data confirmed the increased expression of both molecules in the MCC of *Dspp*^+/–^ mice in comparison with WT mice. As mentioned above, TLRs are activated in the presence of DAMPs which have been implicated in mediating cartilage degradation [39]. We selected FN-1 as representative DAMP because FN-1 expression increased in bone in *Dspp* null mice compared with WT mice [16]. Data showed that FN-1 and its receptor TLR4 markedly increased in MCC. Nevertheless, the underlying mechanism needs further study.

*Dspp*^*−/−*^ mice exhibited defective mineralization in long bone, alveolar bone as well as skull bone [16, 17, 38]. Besides the subchondral bone, *Dspp*^+/–^ mice also bear the low quality of bone in the whole body, including alveolar bone [20] and long bone (data not shown). *Dspp* mutation, in the heterozygous background, in patients with DGI have compromised alveolar bone cells [40]. Therefore, we propose that patients with DGI II, DGI III, or DD II who carry *Dspp* mutation may be inclined to TMJ OA. Of course, clinical screening is necessary to check out the TMJ fitness in these populations.

​The drawback of this manuscript is the limitation of the sample size. In summary, this study established an animal model for inducing TMJ-OA using a single factor. However, mechanisms underlying the pathogenesis of TMJ-OA by utilizing heterozygous *Dspp* knockout mice still need in-depth exploration. Besides, this model will highlight the necessity to clinically screen patients with the *Dspp* mutations.

## Conclusion

*Dspp*^+/–^ mice exhibit TMJ OA in a time-dependent manner, with lesions in the mandibular condyle attributed to hypomineralization of subchondral bone and mandibular condylar cartilage breakdown.

### Supplementary Information

Supplementary Material 1.

## Data Availability

All RNA-seq datasets are available through the GEO database under accession code “GSE261528”. The datasets analysed during the current study are available in the ClinVar repository (https://www.ncbi.nlm.nih.gov/clinvar/submitters/509028/). The datasets used for the current study are available from the corresponding author on reasonable request.

## References

[1] Embree M, Ono M, Kilts T, Walker D, Langguth J, Mao J, Bi Y, Barth JL, Young M (2011). Role of subchondral bone during early-stage experimental TMJ osteoarthritis. J Dent Res.

[2] Glasson SS, Askew R, Sheppard B, Carito B, Blanchet T, Ma HL, Flannery CR, Peluso D, Kanki K, Yang Z (2005). Deletion of active ADAMTS5 prevents cartilage degradation in a murine model of osteoarthritis. Nature.

[3] Krisjane Z, Urtane I, Krumina G, Neimane L, Ragovska I (2012). The prevalence of TMJ osteoarthritis in asymptomatic patients with dentofacial deformities: a cone-beam CT study. Int J Oral Maxillofac Surg.

[4] Tanaka E, Detamore MS, Mercuri LG (2008). Degenerative disorders of the temporomandibular joint: etiology, diagnosis, and treatment. J Dent Res.

[5] Shirakura M, Kram V, Robinson J, Sikka S, Kilts TM, Wadhwa S, Young MF (2017). Extracellular matrix mediates BMP-2 in a model of temporomandibular joint osteoarthritis. Cells Tissues Organs.

[6] Zhen G, Wen C, Jia X, Li Y, Crane JL, Mears SC, Askin FB, Frassica FJ, Chang W, Yao J (2013). Inhibition of TGF-β signaling in mesenchymal stem cells of subchondral bone attenuates osteoarthritis. Nat Med.

[7] Shi J, Lee S, Pan HC, Mohammad A, Lin A, Guo W, Chen E, Ahn A, Li J, Ting K (2017). Association of condylar bone quality with TMJ osteoarthritis. J Dent Res.

[8] Embree MC, Kilts TM, Ono M, Inkson CA, Syed-Picard F, Karsdal MA, Oldberg A, Bi Y, Young MF (2010). Biglycan and fibromodulin have essential roles in regulating chondrogenesis and extracellular matrix turnover in temporomandibular joint osteoarthritis. Am J Pathol.

[9] Wadhwa S, Embree M, Ameye L, Young MF (2005). Mice deficient in biglycan and fibromodulin as a model for temporomandibular joint osteoarthritis. Cells Tissues Organs.

[10] Wadhwa S, Embree MC, Kilts T, Young MF, Ameye LG (2005). Accelerated osteoarthritis in the temporomandibular joint of biglycan/fibromodulin double-deficient mice. Osteoarthritis Cartilage.

[11] Hu K, Xu L, Cao L, Flahiff CM, Brussiau J, Ho K, Setton LA, Youn I, Guilak F, Olsen BR (2006). Pathogenesis of osteoarthritis-like changes in the joints of mice deficient in type IX collagen. Arthritis Rheum.

[12] Weng Y, Liu Y, Du H, Li L, Jing B, Zhang Q, Wang X, Wang Z, Sun Y (2017). Glycosylation of DMP1 is essential for chondrogenesis of condylar cartilage. J Dent Res.

[13] Sun Y, Gandhi V, Prasad M, Yu W, Wang X, Zhu Q, Feng JQ, Hinton RJ, Qin C (2010). Distribution of small integrin-binding ligand, N-linked glycoproteins (SIBLING) in the condylar cartilage of rat mandible. Int J Oral Maxillofac Surg.

[14] Sreenath T, Thyagarajan T, Hall B, Longenecker G, D'Souza R, Hong S, Wright JT, MacDougall M, Sauk J, Kulkarni AB (2003). Dentin sialophosphoprotein knockout mouse teeth display widened predentin zone and develop defective dentin mineralization similar to human dentinogenesis imperfecta type III. J Biol Chem.

[15] Qin C, Brunn JC, Cadena E, Ridall A, Butler WT (2003). Dentin sialoprotein in bone and dentin sialophosphoprotein gene expressed by osteoblasts. Connect Tissue Res.

[16] Chen Y, Zhang Y, Ramachandran A, George A (2016). DSPP is essential for normal development of the dental-craniofacial complex. J Dent Res.

[17] Gibson MP, Zhu Q, Liu Q, D'Souza RN, Feng JQ, Qin C (2013). Loss of dentin sialophosphoprotein leads to periodontal diseases in mice. J Periodontal Res.

[18] Liu Q, Gibson MP, Sun H, Qin C (2013). Dentin sialophosphoprotein (DSPP) plays an essential role in the postnatal development and maintenance of mouse mandibular condylar cartilage. J Histochem Cytochem.

[19] MacDougall M, Simmons D, Luan X, Nydegger J, Feng J, Gu TT (1997). Dentin phosphoprotein and dentin sialoprotein are cleavage products expressed from a single transcript coded by a gene on human chromosome 4. Dentin phosphoprotein DNA sequence determination. J Biol Chem.

[20] Shi C, Ma N, Zhang W, Ye J, Shi H, Xiang D, Wu C, Song L, Zhang N, Liu Q (2020). Haploinsufficiency of Dspp gene causes dentin dysplasia type II in mice. Front Physiol.

[21] Verdelis K, Szabo-Rogers HL, Xu Y, Chong R, Kang R, Cusack BJ, Jani P, Boskey AL, Qin C, Beniash E (2016). Accelerated enamel mineralization in Dspp mutant mice. Matrix Biol.

[22] Matías EM, Mecham DK, Black CS, Graf JW, Steel SD, Wilhelm SK, Andersen KM, Mitchell JA, Macdonald JR, Hollis WR (2016). Malocclusion model of temporomandibular joint osteoarthritis in mice with and without receptor for advanced glycation end products. Arch Oral Biol.

[23] Coiner-Collier S, Vogel ER, Scott RS (2018). Trabecular anisotropy in the primate mandibular condyle is associated with dietary toughness. Anat Rec (Hoboken).

[24] Roh JS, Sohn DH (2018). Damage-associated molecular patterns in inflammatory diseases. Immune Netw.

[25] Carballo CB, Nakagawa Y, Sekiya I, Rodeo SA (2017). Basic science of articular cartilage. Clin Sports Med.

[26] Chen PJ, Dutra EH, Mehta S, O'Brien MH, Yadav S (2020). Age-related changes in the cartilage of the temporomandibular joint. Geroscience.

[27] Zhao Y, An Y, Zhou L, Wu F, Wu G, Wang J, Chen L (2022). Animal models of temporomandibular joint osteoarthritis: classification and selection. Front Physiol.

[28] Cui C, Zheng L, Fan Y, Zhang J, Xu R, Xie J, Zhou X (2020). Parathyroid hormone ameliorates temporomandibular joint osteoarthritic-like changes related to age. Cell Prolif.

[29] Rahmati M, Nalesso G, Mobasheri A, Mozafari M (2017). Aging and osteoarthritis: central role of the extracellular matrix. Ageing Res Rev.

[30] Ameye L, Aria D, Jepsen K, Oldberg A, Xu T, Young MF (2002). Abnormal collagen fibrils in tendons of biglycan/fibromodulin-deficient mice lead to gait impairment, ectopic ossification, and osteoarthritis. FASEB J.

[31] Fässler R, Schnegelsberg PN, Dausman J, Shinya T, Muragaki Y, McCarthy MT, Olsen BR, Jaenisch R (1994). Mice lacking alpha 1 (IX) collagen develop noninflammatory degenerative joint disease. Proc Natl Acad Sci U S A.

[32] Huang K, Wu LD (2008). Aggrecanase and aggrecan degradation in osteoarthritis: a review. J Int Med Res.

[33] Hyttinen MM, Töyräs J, Lapveteläinen T, Lindblom J, Prockop DJ, Li SW, Arita M, Jurvelin JS, Helminen HJ (2001). Inactivation of one allele of the type II collagen gene alters the collagen network in murine articular cartilage and makes cartilage softer. Ann Rheum Dis.

[34] Xu L, Flahiff CM, Waldman BA, Wu D, Olsen BR, Setton LA, Li Y (2003). Osteoarthritis-like changes and decreased mechanical function of articular cartilage in the joints of mice with the chondrodysplasia gene (cho). Arthritis Rheum.

[35] Sun Y, Ma S, Zhou J, Yamoah AK, Feng JQ, Hinton RJ, Qin C (2010). Distribution of small integrin-binding ligand, N-linked glycoproteins (SIBLING) in the articular cartilage of the rat femoral head. J Histochem Cytochem.

[36] McKnight DA, Simmer JP, Hart PS, Hart TC, Fisher LW (2008). Overlapping DSPP mutations cause dentin dysplasia and dentinogenesis imperfecta. J Dent Res.

[37] Nieminen P, Papagiannoulis-Lascarides L, Waltimo-Siren J, Ollila P, Karjalainen S, Arte S, Veerkamp J, Tallon Walton V, Chimenos Küstner E, Siltanen T (2011). Frameshift mutations in dentin phosphoprotein and dependence of dentin disease phenotype on mutation location. J Bone Miner Res.

[38] Verdelis K, Ling Y, Sreenath T, Haruyama N, MacDougall M, van der Meulen MC, Lukashova L, Spevak L, Kulkarni AB, Boskey AL (2008). DSPP effects on in vivo bone mineralization. Bone.

[39] Cafferata EA, Monasterio G, Castillo F, Carvajal P, Flores G, Díaz W, Fuentes AD, Vernal R (2021). Overexpression of MMPs, cytokines, and RANKL/OPG in temporomandibular joint osteoarthritis and their association with joint pain, mouth opening, and bone degeneration: a preliminary report. Oral Dis.

[40] Porntaveetus T, Nowwarote N, Osathanon T, Theerapanon T, Pavasant P, Boonprakong L, Sanon K, Srisawasdi S, Suphapeetiporn K, Shotelersuk V (2019). Compromised alveolar bone cells in a patient with dentinogenesis imperfecta caused by DSPP mutation. Clin Oral Investig.

# Supplementary material for: Long-term haplodeficency of DSPP causes temporomandibular joint osteoarthritis in mice
**Source:** BMC Oral Health. 2024 May 14;24:569. doi: 10.1186/s12903-024-04320-8
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Additional files 1:**

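In *Dspp*+/- against WT, 636 genes were at least 2-fold higher and 373 were at least 2-fold lower on the log2(FPKM + 1) scale. Of the changed genes, 63.0% were higher. In *Dspp*-/-, 527 genes were higher and 179 were lower by the same threshold, so 74.6% of the changed genes were higher. Both comparisons use the same WT library. The 2 mutant libraries shared 417 of the higher and 89 of the lower genes, and 2 genes changed in opposite directions. In 100 simulations of unchanged libraries against a shared control, a mean of 4.58 higher and 4.24 lower genes were shared. The simulations drew each gene independently. They therefore cannot show how many genes would be shared if the WT pool differed in sex or tissue make-up. The observed numbers of changed genes depended on the settings. The threshold moved them most, with 1501 higher and 1166 lower genes in *Dspp*+/- at 1.5-fold and 124 and 24 at 4-fold. Scaling without hemoglobin, immunoglobulin and muscle genes gave 416 higher and 579 lower genes, which turned the balance to 41.8% higher. Among genes changed at least 2-fold the same way in both mutant libraries, the 5 largest rises in *Dspp*+/- were in *Elane*, *Xist*, *Slc4a1*, *Mpo* and *Igkv1-110*. *Elane*, a neutrophil elastase gene on chromosome 10 from 79722081 to 79724049, went from 4.77 FPKM in WT to 175 in *Dspp*+/-, a fold of 36.6 (interval 29.9 to 45.4). *Mpo*, the myeloperoxidase gene on chromosome 11 from 87684407 to 87695239, went from 3.23 to 109 FPKM, and 15.0% of its exon length overlaps a gene on the other strand in GENCODE M21. *Slc4a1*, an anion exchanger gene of red blood cells on chromosome 11 from 102239650 to 102257029, went from 1.01 to 54.2 FPKM. *Xist*, the X-inactivation RNA gene on chromosome X from 102503972 to 102526860, had 2 fragments in WT and 12084 in *Dspp*+/-, so it was at least 3453-fold higher against the floor of 3 fragments, with a counting interval from 1433. *Igkv1-110*, an immunoglobulin kappa variable segment on chromosome 6, went from 9 to 451 fragments, and 16.2% of its 100-base sequences also occur in other genes. The 5 largest falls were in *Igkv12-41*, *Col10a1*, *Col2a1*, *Col9a3* and *Col9a2*. *Igkv12-41*, another variable segment on chromosome 6, had 175 fragments in WT and 2 in *Dspp*+/-. It was at least 68.1-fold lower against the same floor, with an interval of the fold from 0.00118 to 0.0359. *Col10a1*, a collagen gene of hypertrophic chondrocytes on chromosome 10 from 34265977 to 34273081, fell from 246 to 17.3 FPKM, a fold of 0.0702 (0.0662 to 0.0743). *Col2a1*, the main collagen gene of cartilage on chromosome 15 from 97873483 to 97902576, fell from 761 to 94.2 FPKM. *Col9a3* fell from 18.8 to 1.59 FPKM and *Col9a2* from 22.2 to 2.19 FPKM. The positions are those of the authors' table, whose genome build the paper's text does not name. They are not GRCm38 positions, since only 589 genes have the same start and end there.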

**1.**Following our analysis of the differentially expressed genes obtained from RNA-seq, we conducted GO and KEGG analyses. The results of our study revealed the enrichment of certain pathways related to osteogenesis, including a downregulation of genes associated with osteogenesis and an upregulation of genes linked to osteoclast differentiation in *Dspp^+/-^* mice. These results suggest the involvement of underlying mechanisms that contribute to the regulation of osteogenesis and osteoclast differentiation.

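Lists of marker genes written by hand before the data were examined, without the genes of Fig. S1c, were compared in the same way. The osteoblast list had 19 genes with a mean of at least 1 FPKM, and all 19 were lower in *Dspp*+/- than in WT. Its median log2 ratio was -1.55, at percentile 0.00 of the random lists. *Col1a1*, the most abundant of them in WT, fell from 6675 to 1719 FPKM, a fold of 0.257 (0.256 to 0.259). *Bglap2*, which shares 57.0% of its 100-base sequences with other genes, fell from 679 to 224 FPKM. The osteocyte list had a median of -1.18, with all 8 genes lower. The chondrocyte list had a median of -1.99, with 16 of 17 genes lower. The osteoclast list had a median of -1.09, also at percentile 0.00, with 17 of 18 genes lower in *Dspp*+/-. *Ctsk*, the cathepsin K gene, fell from 863 to 279 FPKM, a fold of 0.323 (0.316 to 0.331). *Acp5*, which encodes the enzyme stained as TRAP, fell from 756 to 248 FPKM. The paper scored TRAP staining in older mice, as osteoclast surface and number per bone surface. RNA of whole condyles cannot decide on osteoclasts per bone surface, because the osteoblast list fell as well. *Mmp9* fell from 552 to 239 FPKM and *Oscar* from 18.5 to 6.33 FPKM. *Car2*, a carbonic anhydrase gene that red blood cells express as well, was the 1 gene of the osteoclast list that rose, from 9.83 to 65.4 FPKM. A list of 17 genes for signals and receptors that regulate osteoclast formation had a median of 0.12, at percentile 74.0, with 11 genes higher and 6 lower. Leaving out genes with a mean under 5 FPKM turned its median to -0.047. The GO and KEGG enrichment was not analysed here. From the enriched terms, the lower osteogenesis genes and the higher genes linked to osteoclast differentiation, the paper proposes that mechanisms regulating both processes are involved in *Dspp*+/- mice.

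**Figure D1:**
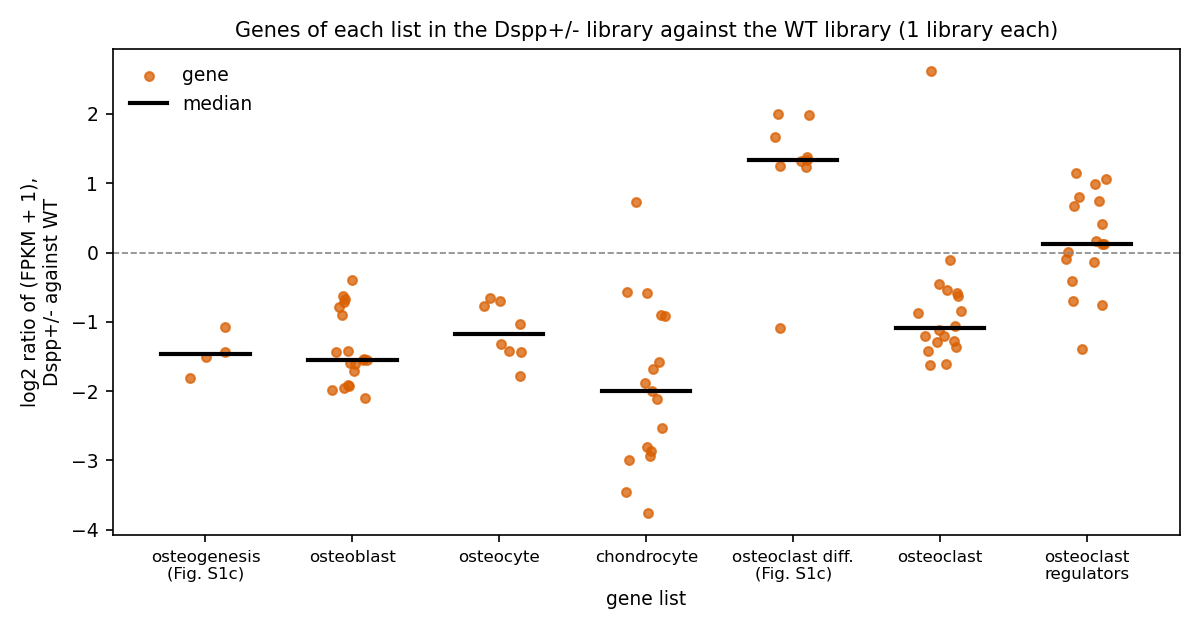
Log2 ratio of FPKM + 1 in the *Dspp*+/- library against the WT library, 1 library each, for genes with a mean of at least 1 FPKM. Each point is a gene of the list named on the horizontal axis and each bar is the list's median, which is -1.09 for the osteoclast list and 1.34 for the osteoclast differentiation genes of Fig. S1c.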

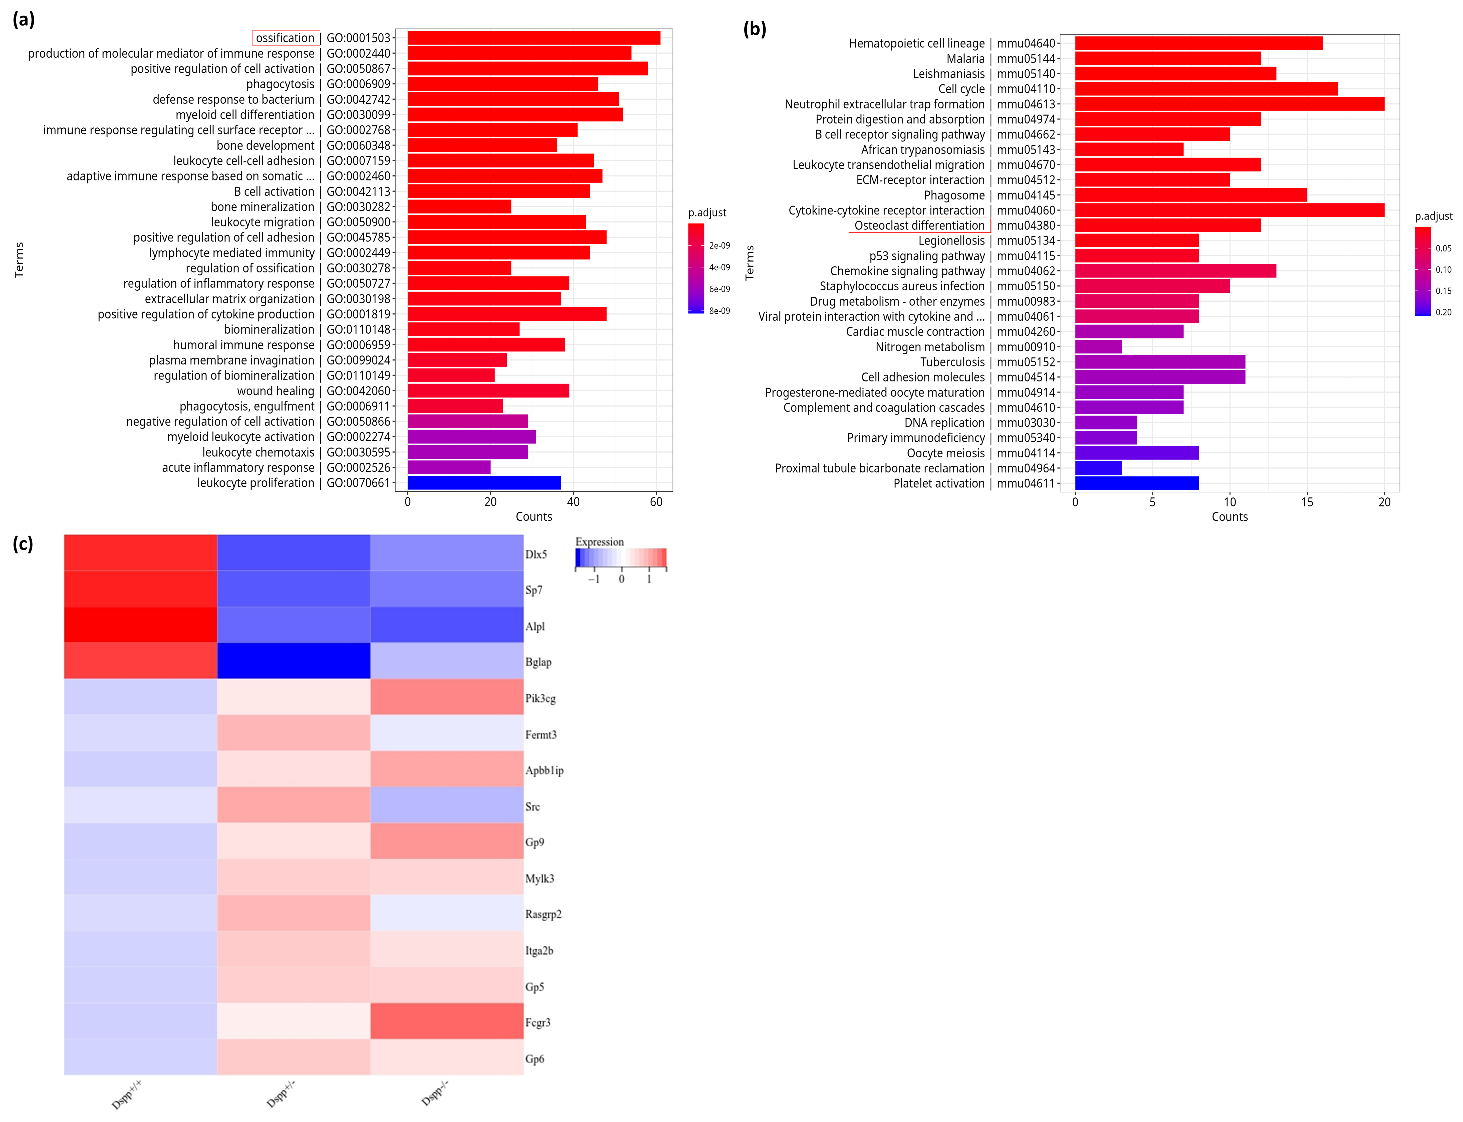
**Fig. S1** Haplodeficency of DSPP affects the biological processes of ossification and osteoclast differentiation. (a) The top 30 Gene ontology (GO) biological process enriched in the comparison between condyles in WT mice and *Dspp^+/-^* mice. (b) Genes annotated for the KEGG pathway enriched in the WT and *Dspp^+/-^* mouse condyles. (c) Heatmap of representative osteogenesis and osteoclast differentiation genes in WT, *Dspp^+/-^* and *Dspp^-/-^* mice.

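The FPKM of the genes in Fig. S1c is given per library for the 3 genotypes. *Bglap*, the osteocalcin gene on chromosome 3 from 88290808 to 88291771 of the authors' table, had 1353 FPKM in WT, 386 in *Dspp*+/- and 778 in *Dspp*-/-. Of its 100-base sequences, 38.7% also occur in other genes, so fragments could have been split among them. *Alpl*, on chromosome 4 from 137469044 to 137523695, had 203 FPKM in WT, 70.8 in *Dspp*+/- and 97.8 in *Dspp*-/-. *Sp7*, on chromosome 15 from 102265041 to 102275617, had 65.4, 23.6 and 34.6 FPKM in the same order. *Dlx5*, on chromosome 6 from 6877805 to 6882085, had 34.0, 15.6 and 21.0 FPKM. All 4 genes were lower in *Dspp*+/- than in *Dspp*-/-, and their median log2 ratio in *Dspp*-/- against WT was -0.85. Against WT, the fold of *Alpl* was 0.348 (0.338 to 0.358) in *Dspp*+/- and 0.481 (0.468 to 0.493) in *Dspp*-/-, so its 2 mutant libraries differed by more than counting error. The osteoclast differentiation genes were at lower levels, except that *Fcgr3* (15.8 FPKM) was just above *Dlx5* (15.6 FPKM) in *Dspp*+/-. *Fcgr3*, on chromosome 1 from 170878743 to 170892504, had 5.44 FPKM in WT, 15.8 in *Dspp*+/- and 16.9 in *Dspp*-/-. *Pik3cg* had 1.33, 4.81 and 4.90 FPKM, *Gp9* had 1.07, 7.16 and 7.04 FPKM, and *Apbb1ip* had 0.920, 3.58 and 3.39 FPKM. For these 4 genes the intervals of the fold in *Dspp*+/- and in *Dspp*-/- overlap. For *Fcgr3* they are 2.47 to 3.44 and 2.64 to 3.67. *Fermt3* was higher in *Dspp*+/- than in *Dspp*-/-, with 3.41 FPKM in WT and 10.2 and 7.10 FPKM in the mutant libraries. *Rasgrp2* had 1.82 FPKM in WT, 5.67 in *Dspp*+/- and 3.94 in *Dspp*-/-. *Itga2b*, a platelet integrin gene, rose from 1.08 FPKM to 5.62 and 4.42, and *Gp5*, a platelet glycoprotein gene, from 0.899 FPKM to 6.57 and 5.34. *Gp6* and *Mylk3* had a mean under 1 FPKM. *Gp6* had 15 fragments in WT, 165 in *Dspp*+/- and 118 in *Dspp*-/-, and *Mylk3* had 11, 110 and 83. *Src*, on chromosome 2 from 157260364 to 157313782, was lower in both mutant libraries, with 12.1 FPKM in WT, 5.14 in *Dspp*+/- and 5.91 in *Dspp*-/-. Its fold against WT was 0.425 (0.382 to 0.472) in *Dspp*+/- and 0.488 (0.440 to 0.540) in *Dspp*-/-. The median log2 ratio of the 9 osteoclast differentiation genes with a mean of at least 1 FPKM was 1.34 in *Dspp*-/- as well.

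**Figure D2:**
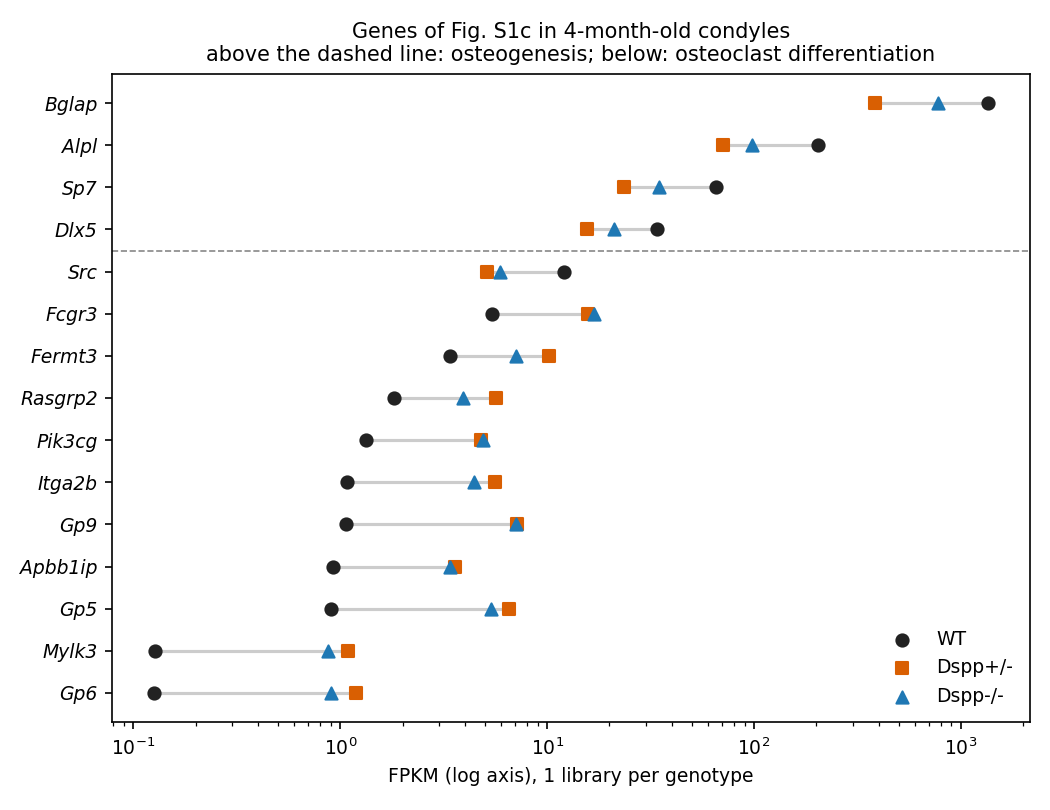
FPKM on a log axis of the genes of Fig. S1c in the WT, *Dspp*+/- and *Dspp*-/- libraries, 1 library per genotype. Each gene is a line with 3 points, and grey lines join its lowest and highest value; the 4 osteogenesis genes and *Src* are highest in WT, and the other genes are lowest in WT.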

2. It is evident from the immunohistochemistry of mice condyle that there is a reduction in DSPP in *Dspp^+/-^* mice.

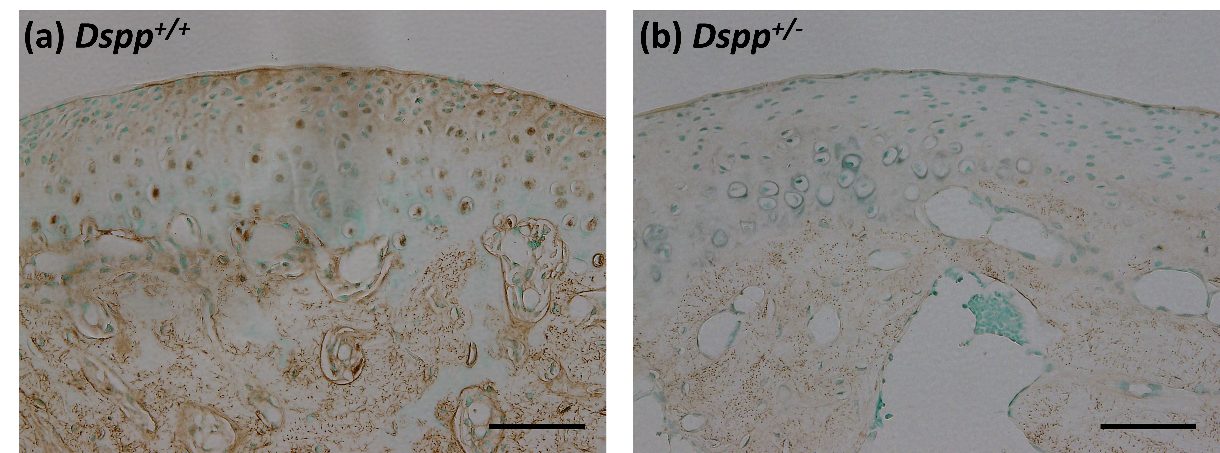

**Fig. S2** Expression of DSPP in the mandibular condylar cartilage. (a, b) Images of immunohistochemical staining in the mandibular condylar cartilage of both WT mice and *Dspp^+/-^* mice at the age of 6 months. The data show that there is a positive DSPP reaction in both the cartilage and subchondral bone in WT mice. However, in *Dspp^+/-^* mice, the positive signal is marked weaker. The scale bar in the image is 50 μm.

How the deposited data were processed for this re-analysis (not part of the article)

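Gene expression was measured by RNA sequencing in mandibular condyles of 4-month-old WT, *Dspp*+/- and *Dspp*-/- mice, with 1 library per genotype. For WT and *Dspp*+/- the paper states that tissue of 3 animals was pooled, and for *Dspp*-/- its text does not give the number of animals. The authors deposited 1 table of values for 26970 genes with gene identifiers, symbols and positions. Its unit is not named, and the values were read as FPKM because they are whole fragments over gene length. The description of the samples mentions triplicates, and the single value per gene and genotype was taken as that of 1 pooled library. The paper states that CapitalBio Technology did the data analysis, and its text does not name the aligner, counting tool, genome build, annotation or filters. No gene of the table is at 0 in all 3 libraries. The positions are those of a build other than GRCm38, as 589 genes have the same start and end in GENCODE M21.

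From the FPKM values, the number of fragments behind each value was recovered. For 26273 genes, which are 98.6% of the genes with an identifier in GENCODE M21, FPKM times merged exon length was a whole multiple of 1 constant per library in all 3 libraries. The depth recovered was 20241576 fragments in WT, 23613596 in *Dspp*+/- and 22253159 in *Dspp*-/-. A single fragment in a gene of 1 kilobase is worth 0.0494 FPKM in WT, 0.0423 in *Dspp*+/- and 0.0449 in *Dspp*-/-. The values compared are the authors' FPKM, and the fragments were used for 95% Clopper-Pearson intervals on a fold and for a floor of 3 fragments. Against a library at or under the floor, the fold is computed against the floor and given as at least that large, and its counting interval reaches lower. Recovery was tested on simulated data for 26652 genes, where 100% of the simulated depth and of the fragment numbers came back. The simulated values were made with the same exon lengths that the recovery uses, so this tests the arithmetic only. Of 200 planted 4-fold changes, 100% passed the 2-fold threshold, and 5 of 12821 unchanged genes did. The changes were planted in genes of at least 5 FPKM, and the simulation held counting error and a small fixed spread. It held no differences between mice or dissections, so it gives no error rate for the changed genes reported here.

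Genes with a mean of at least 1 FPKM over the 3 libraries were compared as log2 ratios of FPKM + 1 to WT, and genes at least 2-fold higher or lower were counted. The paper's statistics section gives the Kruskal–Wallis test for its data, which 1 library per genotype cannot enter, and no p-value is given for any gene. Gene lists are described by their median log2 ratio and its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. In addition to the genes of Fig. S1c and those the paper names, 17 lists were written by hand: osteoblast, osteocyte, osteoclast, regulators of osteoclast formation, chondrocyte, platelet and megakaryocyte, B cell, T cell, neutrophil, macrophage, erythroid, skeletal muscle, adipocyte, tendon and fibroblast, endothelial, cell cycle and immediate early genes. Genes named are those of Fig. S1c, the genes the paper names for inflammation, matrix and the SIBLING family, members of a list where its result is given, and the 5 largest rises and 5 largest falls in *Dspp*+/- among genes with a mean of at least 1 FPKM that changed at least 2-fold the same way in *Dspp*-/-. The lists, the rule for naming genes, the thresholds and 12 processing alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 5, no filter and a mean of at least 5 FPKM, median-ratio, housekeeping and upper-quartile scaling, thresholds of 1.5-fold and 4-fold, 10 expression bins, lists without shared members, and scaling without hemoglobin, immunoglobulin and skeletal muscle genes. Another alternative, scaling without mitochondrial genes, was chosen after seeing the data. Each scaling without a set of genes sets the summed FPKM of the remaining genes equal across the libraries.

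The comparisons of *Dspp*+/- and *Dspp*-/- share the WT library. For this, 100 simulations of unchanged libraries, with the spread between the 2 mutant libraries, give the values that independent chance values of a shared control produce. A WT library that differs in many genes together was not simulated. Overlaps with other genes, and the share of 100-base sequences found in other genes, come from GENCODE M21. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The GO and KEGG enrichment was not analysed here. *Dspp* was not analysed here, and neither were *Gp1bb* and *Ahsp* of the platelet and erythroid lists.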

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

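Each result below concerns genes that the paper's text does not discuss, or differs between the 2 mutant libraries. The tests of gene length and GC content were set before their results were seen, and the other tests were chosen after. Each genotype has 1 library, and *Dspp* was not analysed here, so a mislabelled sample was not tested.

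*Xist*, which is expressed from the inactive X chromosome in cells of female mice, had 28.5 FPKM in *Dspp*+/- and 26.5 in *Dspp*-/-, and 0.00551 in WT, where 2 fragments are under the floor. Against the floor it was at least 3453-fold higher in *Dspp*+/- and at least 3203-fold higher in *Dspp*-/-, with counting intervals from 1433 and from 1330. A scaling difference is argued against by the 413 other X-linked genes compared, whose median log2 ratio in *Dspp*+/- was 0.073. A candidate explanation is that the pools differed in the sex of their animals, with no female animal detectable in the WT pool at this depth. Fragments of 4 Y-linked genes, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, were 52.2% of the WT share in *Dspp*+/- (interval 49.7 to 54.8) and 71.6% in *Dspp*-/-, as mixed pools would give. The paper does not state the sex of the animals sequenced. Sex is therefore tied to genotype in these libraries.

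Lists of genes of blood-forming cells were higher in both mutant libraries. The median log2 ratio of the erythroid list was 2.38 in *Dspp*+/- and 2.32 in *Dspp*-/-, and that of the neutrophil list 2.05 and 2.45. The platelet and megakaryocyte list had 1.08 and 1.15, the B cell list 1.15 and 0.94, and the cell cycle list 1.20 and 1.10. Each of these medians was at percentile 100. Fig. S1b lists hematopoietic cell lineage and cell cycle among its terms, and the paper's text does not discuss them. The genes of each list most abundant in WT were *Hbb-bs* (425 FPKM in WT, 1794 in *Dspp*+/-), *S100a9* (232 and 916), *Ppbp* after the osteoclast gene *Itgb3* (10.4 and 75.6), *Igkc* (301 and 841) and *Mcm6* (6.92 and 13.4). The platelet and B cell lists each share 1 gene with another list, the 3 others none. In the erythroid list, *Hemgn* and *Rhd* were at the floor of 3 fragments in WT, and no fold is given for them.

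Several explanations of this rise are argued against by the tables. Correction for gene length left the erythroid median in *Dspp*+/- at 2.32, and correction for GC content left it at 2.35. A smaller share of bone and cartilage would raise every other cell type alike, but the erythroid median exceeded the endothelial median by 2.36 in *Dspp*+/-, and the quartiles of the erythroid list (2.03 to 3.28) and the endothelial list (-0.09 to 0.20) do not overlap. Circulating blood alone would leave genes of dividing cells near 0, but the cell cycle median was 1.20 in *Dspp*+/-. More marrow of the kind in the WT library would raise all lineages by 1 factor, but the erythroid median exceeded the B cell median by 1.23, and their quartiles do not overlap either (0.74 to 1.36 for B cells). A larger part of marrow cells of several lineages in the mutant pools cannot be told apart from a change in the condyle. Of the 89 genes of the 5 lists 94.4% were higher in *Dspp*+/-, but these lists were grouped because they rose, so this share decides nothing. The macrophage list, with a median of 0.11 in *Dspp*+/-, lay within the central 95% of random lists. So did the T cell list, with 0.31 over 3 of its 12 genes, but with no filter it was at percentile 97.9, outside the central 95%. The sex of the pooled animals cannot be told apart from genotype for these lists, because each genotype has 1 library and Y-linked fragments in *Dspp*-/- were 71.6% of WT.

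The adipocyte list was lower in *Dspp*+/- and higher in *Dspp*-/- than in WT, with median log2 ratios of -0.32 (percentile 2.03) and 0.87 (percentile 100). The difference between the 2 mutant libraries was not tested, since each is 1 library. In *Dspp*-/- all 9 genes were higher, which is 100% of the list. This restates the median, so more fat tissue in that pool cannot be told apart from a change in the condyle. In *Dspp*+/-, 55.6% of the genes were lower and the rest higher, so less fat tissue cannot be told apart from no change there, because the genes go both ways. *Cfd* went from 23.5 FPKM in WT to 8.50 in *Dspp*+/- and 62.0 in *Dspp*-/-, while *Fabp4* went from 21.8 to 32.3 and 35.9. *Car3*, the most abundant gene of the list and one that muscle also expresses, had 85.1, 38.8 and 105 FPKM. With a mean of at least 5 FPKM, the *Dspp*+/- median turned to 0.34, and 4 other alternatives brought it inside the central 95% of random lists, at percentiles from 2.56 to 15.5. No biological explanation was tested.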

How the results depend on the processing

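The directions of the 4 lists compared in *Dspp*+/- held under all alternatives run for them, and each median stayed outside the central 95% of random lists. The median log2 ratio of the osteogenesis genes of Fig. S1c ranged from -1.66 to -1.38, that of the osteoclast differentiation genes of Fig. S1c from 0.81 to 1.78, that of the osteoblast list from -1.73 to -1.29, and that of the osteoclast list from -1.26 to -0.80.

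The numbers of changed genes depended on the pseudocount, the filter and the threshold. Against 636 higher and 373 lower genes in *Dspp*+/- and 527 and 179 in *Dspp*-/-, a pseudocount of 0.1 gave 971 and 605 in *Dspp*+/- and 836 and 363 in *Dspp*-/-, and a pseudocount of 5 gave 185 and 156 in *Dspp*+/- and 136 and 45 in *Dspp*-/-. These follow from the construction, since a larger pseudocount shrinks the ratios of low genes. With a mean of at least 5 FPKM fewer genes were compared (7133), and 281 were higher in *Dspp*+/-, while 228 were higher and 110 lower in *Dspp*-/-. A 1.5-fold threshold gave 1501 and 1166 genes in *Dspp*+/- and 1152 and 1070 in *Dspp*-/-, and a 4-fold threshold gave 124 and 24 in *Dspp*+/- and 103 and 6 in *Dspp*-/-. Scaling without hemoglobin, immunoglobulin and muscle genes gave 416 higher and 579 lower genes in *Dspp*+/- and 323 lower in *Dspp*-/-. Genes higher in both mutant libraries numbered 417, and 715, 107, 198, 920 and 71 with a pseudocount of 0.1, a pseudocount of 5, a mean of at least 5 FPKM, a 1.5-fold and a 4-fold threshold. Genes lower in both numbered 89, and 159, 32, 570 and 5 with those pseudocounts and thresholds. Scaling moved this number too, to 135 with housekeeping scaling and to 1.99 times the reported number without hemoglobin, immunoglobulin and muscle genes.

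Scaling also moved the balance of higher and lower genes. The share of changed genes that were higher in *Dspp*+/- was 63.0%, and 50% with housekeeping scaling and 41.8% without hemoglobin, immunoglobulin and muscle genes. In *Dspp*-/- it was 74.6%, and 53.6% in the latter. Housekeeping scaling shifted the median log2 ratio of all genes by -0.12 in *Dspp*+/-. Scaling without hemoglobin, immunoglobulin and muscle genes shifted it by -0.16 in *Dspp*+/- and by -0.14 in *Dspp*-/-. The latter sets the summed FPKM of the remaining genes equal, so its shift cannot be credited to the left-out genes alone. The osteoblast list fell by more than these shifts and the erythroid, neutrophil, platelet, B cell and cell cycle lists rose under both scalings in both mutant libraries. With a mean of at least 5 FPKM, 50.8% of the changed genes were higher in *Dspp*+/-. The threshold moved the share as well, to 83.8% in *Dspp*+/- and 94.5% in *Dspp*-/- at 4-fold and to 51.8% in *Dspp*-/- at 1.5-fold.

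Some lists with a median near 0 changed sign. The changes under scaling follow from the shift of all genes, since the percentiles moved little, most from 41.4 to 49.5 for the endothelial list in *Dspp*+/-. The T cell and macrophage lists in *Dspp*-/- are exceptions whose percentiles moved more. For these, and for changes with the filter or without shared members, the cause was not tested. The list of regulators of osteoclast formation had 0.12 in *Dspp*+/- and 0.13 in *Dspp*-/-. With a mean of at least 5 FPKM it turned to -0.0471 in *Dspp*+/- and -0.0451 in *Dspp*-/-. It turned to -0.0405 in *Dspp*+/- and -0.00968 in *Dspp*-/- without hemoglobin, immunoglobulin and muscle genes, and to -0.0388 in *Dspp*-/- without shared members. Under housekeeping scaling and under scaling without hemoglobin, immunoglobulin and muscle genes, the T cell list in *Dspp*-/- turned from 0.14 to -0.0129 and -0.0634, the macrophage list in *Dspp*+/- from 0.11 to -0.00173 and -0.0407, the endothelial list in *Dspp*+/- from 0.02 to -0.0868 and -0.128, and the immediate early list in *Dspp*-/- from 0.05 to -0.0334 and -0.103. The endothelial list in *Dspp*+/- also turned to -0.0310 with median-ratio scaling. In *Dspp*-/- the macrophage list turned from 0.08 to -0.18 with a mean of at least 5 FPKM. Without hemoglobin, immunoglobulin and muscle genes it turned to -0.0140, the endothelial list from 0.11 to -0.0582, *Cdh5* to -0.0582 and, in *Dspp*+/-, *Adipoq* to -0.0303. The adipocyte list in *Dspp*+/- turned from -0.32 to 0.34 with a mean of at least 5 FPKM, and *Myh2* in *Dspp*-/- to -0.0227 with housekeeping scaling.

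Among the other list medians, 343 values kept their direction and their side of the central 95% of random lists, 4 became weaker and 3 stronger. The 4 are the adipocyte list in *Dspp*+/-, and the 3 are the T cell list in *Dspp*+/- with no filter and the muscle list in *Dspp*+/- with no filter and with 10 expression bins. Among single genes, 667 values stayed within the counting interval around the reported ratio and 330 did not. No paired analysis was possible because each genotype has 1 library and no result comes from a test. The lack of replicates limits every result to these libraries, whatever the depth. The depth limits *Il6*, which had 2, 2 and 0 fragments in WT, *Dspp*+/- and *Dspp*-/-, and the fold of *Xist* and *Igkv12-41*, which is given against the floor, and that of *Hemgn* and *Rhd*, which is not given.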

Differences from the paper's values

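The paper's text gives no expression values that could be set beside those computed here, and the comparison below is with directions shown in Fig. S1c or stated in the supplement, read by eye where a colour is meant. Fig. S1c draws *Src* higher in *Dspp*+/- than in WT. Its log2 ratio here was -1.09, with 12.1 FPKM in WT and 5.14 in *Dspp*+/-, and it was below 0 under all alternatives run for it, from -1.27 to -0.75. Fig. S1c draws *Alpl* lowest in *Dspp*-/-, while its FPKM here was lowest in *Dspp*+/- (70.8, against 97.8 in *Dspp*-/-). Fig. S1c draws *Pik3cg*, *Gp9*, *Apbb1ip* and *Fcgr3* more strongly in *Dspp*-/- than in *Dspp*+/-. Here the log2 ratios to WT in *Dspp*+/- and *Dspp*-/- were 1.32 and 1.34 for *Pik3cg*, 1.98 and 1.96 for *Gp9*, 1.26 and 1.19 for *Apbb1ip*, and 1.38 and 1.48 for *Fcgr3*. The values drawn in the heatmap are not in the text of the paper, and how they were scaled is not named there.

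The supplement states that genes linked to osteoclast differentiation were higher in *Dspp*+/- mice. Of the osteoclast differentiation genes of Fig. S1c with a mean of at least 1 FPKM, 8 of 9 were higher here. The hand-written osteoclast list, which holds none of them, had a median log2 ratio of -1.09, with 17 of 18 genes lower in *Dspp*+/-, and none of the alternatives set before the data were examined made it higher.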

Other observations

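All tests below except those of mitochondrial genes, gene length and GC content were chosen after the result was seen, and the test of mitochondrial genes was added once their share had been seen. Each pattern rests on 1 library per genotype.

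The lower bone and cartilage genes were weighed against technical explanations. Mitochondrial genes took a larger part of both mutant libraries, but leaving them out of the scaling left the osteoblast median in *Dspp*+/- at -1.52. Correction for gene length left it at -1.59 and correction for GC content at -1.57, so none of these is the whole cause. In *Dspp*-/- the medians were closer to 0 than in *Dspp*+/-. They were -0.66 for the osteoblast list, -0.95 for the osteocyte list, -1.04 for the chondrocyte list and -0.51 for the osteoclast list, and 18 of 19 osteoblast genes were lower in *Dspp*+/- than in *Dspp*-/-. The difference between the mutant libraries was not tested. The sex of the pooled animals cannot be told apart from genotype here, because the design has 1 library per genotype. Y-linked fragments were 71.6% of WT in *Dspp*-/- and fewer in *Dspp*+/-, in the same order as the bone genes. *Xist* differed less between the mutant libraries, with 28.5 FPKM in *Dspp*+/- and 26.5 in *Dspp*-/-, so their shares of female animals are not settled. A lower share of bone and cartilage tissue in the dissected pools stays open, as does an effect of the genotype.

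The osteoclast differentiation genes of Fig. S1c rose where the hand-written osteoclast list fell. A larger part of osteoclasts in the library would raise both, and the osteoclast median was -1.09 in *Dspp*+/-. This value cannot decide on osteoclasts per amount of bone, because a lower share of bone tissue in the pool would lower it too. The osteoblast, osteocyte and chondrocyte medians in *Dspp*+/- were lower still, at -1.55, -1.18 and -1.99. A candidate explanation is platelets and megakaryocytes, since the platelet and megakaryocyte list, which holds none of the 11 genes, had a median of 1.08 in *Dspp*+/-. Its genes most abundant in WT other than *Itgb3* were *Ppbp*, with 10.4 FPKM in WT and 75.6 in *Dspp*+/-, and *Pf4*, with 9.73 and 28.5. The neutrophil list rose too, so other marrow cells stay open as a source. The list of 17 regulators of osteoclast formation shares 2 genes with other lists.

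Within the erythroid and neutrophil lists, genes rose by different folds. *Hbb-bs* rose 4.22-fold and *Hba-a1* 3.99-fold in *Dspp*+/-, while *Slc4a1* rose 53.7-fold (interval 44.0 to 66.1). Of the 100-base sequences of *Hbb-bs* and *Hba-a1*, 49.7% and 63.3% also occur in other genes. *S100a8*, *S100a9* and *Ngp* rose 4.08-fold, 3.94-fold and 3.87-fold, while *Elane*, *Mpo*, *Prtn3* and *Ctsg* rose 36.6-fold, 33.8-fold, 25.4-fold and 29.7-fold. In *Dspp*-/- the contrast was smaller. The 3 former genes rose 7.20-fold, 5.77-fold and 5.12-fold and the 4 latter genes 16.4-fold, 11.9-fold, 9.08-fold and 8.25-fold. The interval of *Ctsg* there (5.54 to 12.8) overlaps those of *S100a8* and *S100a9*. That of *Prtn3* (7.40 to 11.2) overlaps that of *S100a8* (6.86 to 7.55). *Mki67* rose 6.16-fold in *Dspp*+/- and 7.03-fold in *Dspp*-/-. These genes were picked from their lists after their values were seen.

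Genes of the SIBLING family other than *Dspp*, which lie together on chromosome 5 from 104350479 to 104588916 of the authors' table, were lower in both mutant libraries. *Ibsp* had 1643 FPKM in WT, 433 in *Dspp*+/- and 685 in *Dspp*-/-. *Spp1* had 2474, 814 and 1661, *Mepe* had 369, 107 and 124, and *Dmp1* had 191, 70.4 and 79.5. An effect on the whole region next to *Dspp* is argued against by 6 neighbouring genes outside the family, whose median log2 ratio in *Dspp*+/- was -0.10, from -0.53 to 0.39. *Ibsp* and *Spp1* are in the osteoblast list and *Mepe* and *Dmp1* in the osteocyte list. Together the 4 genes had median log2 ratios of -1.69 in *Dspp*+/- and -1.26 in *Dspp*-/-, below the medians of those lists, which include them. Both values lay within the range of the osteoblast list, from -2.10 to -0.40 in *Dspp*+/- and from -1.39 to -0.00326 in *Dspp*-/-. A fall of the family beyond that of other bone genes is therefore not shown. For *Spp1*, 18.8% of its exon length overlaps another gene on the same strand.

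The log2 ratios of *Dspp*+/- and *Dspp*-/- to WT had a Pearson correlation of 0.797 across the 13026 genes, which are not independent replicates. In 100 simulations of unchanged libraries with a shared control, the correlation had a mean of 0.501 and was at most 0.516, so chance values of the shared WT library are not the whole cause. A WT library unlike other WT condyles cannot be told apart from an effect of the genotype on both mutants, since the correlation of 0.797 would follow from either and there is 1 WT library.

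Skeletal muscle genes were abundant in each library, with *Acta1* at 5609 FPKM in WT, 8162 in *Dspp*+/- and 7150 in *Dspp*-/-. The muscle list had a median log2 ratio of 0.41 in *Dspp*+/- (percentile 95.2) and -0.18 in *Dspp*-/- (percentile 19.1). The *Dspp*+/- median lay outside the central 95% of random lists with 10 expression bins (percentile 98.7) and with no filter (percentile 99.6). In *Dspp*+/-, *Myh4* fell from 124 to 18.2 FPKM and *Actn3* from 122 to 31.0 FPKM, while in *Dspp*-/- they had 111 and 89.5 FPKM. Less attached muscle is argued against as the cause, since the other 13 muscle genes had a median of 0.42 in *Dspp*+/-, and 12 of them rose. *Pvalb* was the exception, falling from 567 to 294 FPKM, and *Myh2* rose from 342 to 706 FPKM. *Myh4* and *Myh2* share 3.85% and 7.80% of their 100-base sequences with other genes. A different muscle or part of a muscle attached to the condyle stays open, and no biological explanation was tested.

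The proteins that the paper stained at 8 months have these values in the libraries of 4-month-old mice, another assay and age. *Mmp2* had 381 FPKM in WT, 171 in *Dspp*+/- and 259 in *Dspp*-/-. *Fn1* had 528, 450 and 400 FPKM, and *Tlr4* had 6.53, 6.33 and 8.91 FPKM. *Il6* was at or under the floor of 3 fragments in all 3 libraries. Of the matrix genes that the paper names, *Bgn* had 700, 373 and 537 FPKM, *Fmod* had 1032, 621 and 621, and *Col9a1* had 14.9, 0.443 and 7.39.

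The remaining lists moved little. The median log2 ratios in *Dspp*+/- and *Dspp*-/- were 0.31 and 0.14 for 3 T cell genes, 0.11 and 0.08 for macrophage genes, 0.02 and 0.11 for endothelial genes, 0.20 and 0.05 for immediate early genes, and -0.48 and -0.26 for tendon and fibroblast genes. With a mean of at least 1 FPKM, of these only the tendon and fibroblast list in *Dspp*+/-, at percentile 0.31, lay outside the central 95% of random lists.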
